# Cell Type-Specific Survey of Epigenetic Modifications by Tandem Chromatin Immunoprecipitation Sequencing

**DOI:** 10.1038/s41598-018-19494-9

**Published:** 2018-01-18

**Authors:** Mari Mito, Mitsutaka Kadota, Kaori Tanaka, Yasuhide Furuta, Kuniya Abe, Shintaro Iwasaki, Shinichi Nakagawa

## Abstract

The nervous system of higher eukaryotes is composed of numerous types of neurons and glia that together orchestrate complex neuronal responses. However, this complex pool of cells typically poses analytical challenges in investigating gene expression profiles and their epigenetic basis for specific cell types. Here, we developed a novel method that enables cell type-specific analyses of epigenetic modifications using tandem chromatin immunoprecipitation sequencing (tChIP-Seq). FLAG-tagged histone H2B, a constitutive chromatin component, was first expressed in *Camk2a*-positive pyramidal cortical neurons and used to purify chromatin in a cell type-specific manner. Subsequent chromatin immunoprecipitation using antibodies against H3K4me3—a chromatin modification mainly associated with active promoters—allowed us to survey the histone modifications in *Camk2a*-positive neurons. Indeed, tChIP-Seq identified hundreds of H3K4me3 modifications in promoter regions located upstream of genes associated with neuronal functions and genes with unknown functions in cortical neurons. tChIP-Seq provides a versatile approach to investigating the epigenetic modifications of particular cell types *in vivo*.

## Introduction

The tissues of living organisms consist of a wide variety of cell types that orchestrate coordinated tissue-specific biological processes. An extreme case of this complexity can be found in the nervous system of higher vertebrates, which possesses two major cell types: glial cells and neuronal cells. The latter can be further divided into numerous subtypes based on their morphologies, physiological properties, molecular marker expression, and their combinations^1,2^. The neuronal lineage is generated through a series of differential gene expression patterns during the course of its development, and it is then diversified into each cell type with individual physiological properties^2,3^. While neurons are a major cell type in the mammalian cortex, they only cover less than half of the total cells at most^4^. Therefore, the gene expression profiles of neurons are typically averaged and masked by this complex mixture of cells in whole-brain tissue samples. Moreover, since certain neuronal subtypes are present only in a small population in particular regions of the brain, the gene expression profiles of minor neurons are hardly accessed. Thus, technical advances that enable sensitive and specific gene expression detection in target cells have been warranted.

The most straightforward approach for cell type-specific gene expression is the isolation of a subpopulation of cells and subsequent RNA sequencing (RNA-Seq). Indeed, FACS, cell panning, or more recently, single-cell RNA-Seq analyses, have been applied in particular neuronal subtypes^2,5^. However, during the preparation of singly isolated cells, neurons must be placed under non-physiological conditions for a relatively long time, such that the procedures potentially affect the transcriptome of the cells. In addition, most dendrites and axons, which contain localized RNAs that are often linked to long-term potentiation for learning and memory^6^, are supposedly lost during cell preparation, which probably leads to underrepresentation of these localizing RNAs. Translating ribosome affinity purification (TRAP)^7,8^ and Ribo-Tag approaches^9^ are unique technologies that can circumvent these issues. In these techniques, ribosome-associated mRNAs are recovered by epitope-tagged ribosomal proteins driven under a cell type-specific promoter and analyzed by subsequent RNA-Seq^7–9^. Although these methods are generally amenable to a wide range of tissues and lineages in principle, they fail to isolate non-protein-coding RNAs (ncRNAs), which do not associate with ribosomes. Considering that ncRNAs occupy a significant portion of the transcriptional output from the genomes of higher eukaryotes and that they regulate a variety of physiological processes^10–12^, another comprehensive survey, which covers both the coding and non-coding transcriptome, should be developed.

In eukaryotic cells, the epigenetic modifications of chromatin components play essential roles in the control of gene expression^13,14^. The differential chemical modifications of histones and DNA that are induced by various external stimuli underlie the conditional and specific gene expression patterns in neurons and glial cells^15^. Recent studies have reported successful genome-wide analyses of DNA methylation using FACS-isolated neurons from post-mortem human brains^16,17^, dopaminergic neurons from mouse brains^18^, or manually micro-dissected hippocampal granular neurons^19^. Although the application of similar approaches for histone modifications would theoretically provide more information on transcriptional states, their implementation must be carried out with the caveat of relatively dynamic histone modifications^20^, which are potentially affected by cell sorting processes.

Here, we overcame these issues by developing a method termed tandem chromatin immunoprecipitation sequencing (tChIP-Seq) that enables cell type-specific analyses of epigenetic modifications in mice. The exogenous expression of constitutive chromatin component H2B with an epitope tag under the *Camk2a* promoter and subsequent H3K4me3 ChIP-Seq allowed us to address neuron-specific chromatin modification, which is inaccessible when using whole-brain samples. We not only rediscovered known H3K4me3 modifications in promoters associated with neuronal function but also identified the modifications in promoters of novel neuronal RNAs with unknown functions. Thus, tChIP-Seq showed potential for diverse applications in various tissues and cell types and in any type of chromatin modification, including DNA methylation.

## Results

We examined the efficiency of chromatin purification from target cells in the pools of mixed cells by an epitope-tagged chromatin component by initially using the human embryonic kidney (HEK) 293 cell line, which stably expresses exogenous FLAG-tagged human histone H2BJ (H2B-FLAG hereafter). The cell lysate was mixed with mouse NIH3T3 cells at various ratios, and the chromatin fraction was subsequently isolated by chromatin immunoprecipitation (ChIP) using an anti-FLAG antibody. Purified human and mouse DNA were quantified by qPCR with primer sets corresponding to human and mouse *Gapdh/GAPDH* and *Cd19/CD19* loci. Compared to the contaminated fraction of mouse chromatin, human chromatin was dominant up to a 1:10 dilution, whereas the mouse and human fractions were comparable in more diluted conditions (Supplemental Figure S1). Therefore, it would be fair to assume that a target cell type representing more than 10% of the total cells can be properly applied in our strategy for investigating epigenetic modifications.

The aforementioned pilot experiments with cultured cells led us to investigate cell type-specific epigenetic modification in tissues from living organisms, especially neurons in the brain. For this, we created an animal model that can ectopically express H2B-FLAG (Fig. 1A). We initially created a knock-in mouse *Rosa26*^*CAG floxed-pA H2B-FLAG*^: H2B-FLAG was conditionally expressed upon induction of Cre-mediated recombination from the *Rosa26* locus^21,22^ (Fig. 1B,C). The floxed mice were then crossed with *CaMK*^*CreERT2*^ ^23^ to obtain a mouse line (hereafter referred to as *Camk2a*^*H2B-FLAG*^) expressing H2B-FLAG in Camk2a-positive neurons upon injection of tamoxifen. As a control, we crossed *Rosa26*^*CAG floxed-pA H2B-FLAG*^ with *Vasa*^*Cre*^ ^24^ and established a mouse line (*Rosa*^*H2B-FLAG*^) that ubiquitously and constitutively expresses H2B-FLAG throughout development and as an adult. As expected, pyramidal neurons were identified by large, round DAPI-stained nuclei that specifically expressed H2B-FLAG in the cerebral cortex of tamoxifen-injected *Camk2a*^*H2B-FLAG*^, whereas almost all the DAPI-positive cells, including glial cells, that possess small nuclei expressed H2B-FLAG in *Rosa*^*H2B-FLAG*^ mice (Fig. 1D). We tested the ratio of H2B-FLAG and endogenous H2B by preparing nucleus lysate from the cortex of *Rosa*^*H2B-FLAG*^ mice and performing Western blot analyses. The tagged exogenous H2B was observed as dual bands, one of which is presumably translated from an in-frame leading start codon unexpectedly derived from the loxP sequences, resulting in the addition of 35 amino acid sequences (Fig. 1B,E). The ectopically expressed H2B FLAG consisted of approximately one-sixth of the total amount of H2B in *Rosa*^*H2B-FLAG*^, resulting in a 20% increase in H2B compared to H2B in wild-type mice (Fig. 1E,F). Despite the slight increase in H2B protein, both *Camk2a*^*H2B-FLAG*^ and *Rosa*^*H2B-FLAG*^ mice displayed no observable abnormalities, suggesting that the expression of tagged H2B neither perturbs normal development nor interferes with physiological processes as previously reported for GFP-tagged H2BJ^25^. The population of H2B-FLAG-labeled cells (~10%) in the brain passed our technical limitation (~10%, Supplemental Figure S1), which allowed further sequencing of the isolated DNA fractions.

**Figure 1:**
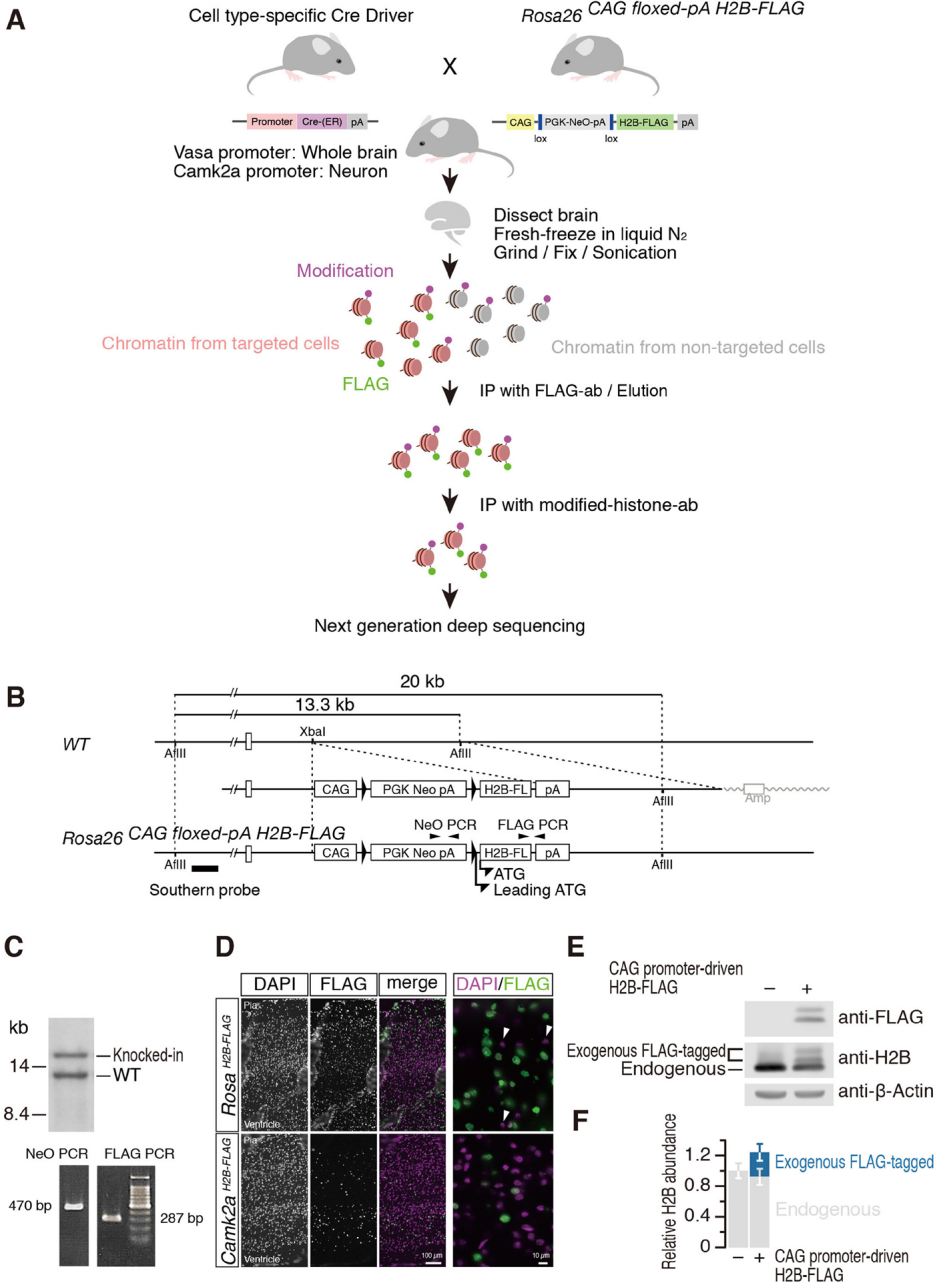
Genetic labeling of cell type-specific chromatins by H2B-FLAG. (**A**) Schematic drawings of the experimental design. Cell type-specific expression of H2B-FLAG was induced by crossing Cre-driver mice that express Cre recombinase in a particular cell type with floxed H2B-FLAG mice that possess an expression cassette of H2B-FLAG upon Cre-mediated recombination. Chromatins from cell types of interest were recovered from cellular lysate prepared from whole tissues by immunoprecipitation using an anti-FLAG antibody. Then, subsequent ChIP with antibodies against a specific chromatin modification, H3K4me3 in this study, was performed. (**B**) Schematic drawings of the targeting strategy to generate *Rosa26*^*stop-floxed CAG-H2B-FLAG*^ mice. CAG, CAG promoter: PGK, PGK1 promoter: Neo, neomycin resistant gene: H2B-FL, H2B-FLAG: pA, polyadenylation signal of bovine growth hormone. Designed and leading in-frame ATG codons for H2B-FLAG are depicted. Position of the probe used for Southern blot analyses is shown in a bold bar. Positions of primers used for genotyping are indicated by arrowheads. (**C**) Southern blot analyses of the targeted ES cells used for generation of the chimera mice, and the agarose gel electrophoresis images of genotyping PCR. (**D**) Expression of H2B-FLAG in the cortical plates of *Rosa*^*H2B-FLAG*^ and *Camk2a*^*H2B-FLAG*^ mice. H2B-FLAG was almost ubiquitously expressed in the cortical cells in *Rosa*^*H2B-FLAG*^ mice. Occasional and exceptional cells that did not express the tagged protein were indicated by arrow heads. In the cortical plate of *Camk2a*^*H2B-FLAG*^ mice, H2B-FLAG expression was observed only in large cortical neurons identifiable by large, round nuclei, as expected from a previous report on the Cre-driver mouse^23^. (**E**) Expression levels of the exogenous H2B-FLAG in *Rosa*^*H2B-FLAG*^ mice was compared to the endogenous H2B expression level. Total cell lysates prepared from the cortical plate of *Rosa*^*H2B-FLAG*^ mice were blotted with anti-FLAG, anti-H2B, and anti-β-actin antibodies. (**F**) Quantitation of the results shown in (**E**). Data represent the mean and S.D. (n = 3). The exogenous H2B-FLAG consisted of ~16% of the total H2B protein.

We then asked if H2B-FLAG is evenly distributed throughout the genome by performing chromatin immunoprecipitation sequencing analyses (ChIP-Seq) using an anti-FLAG antibody from the brain tissues of *Rosa*^*H2B-FLAG*^ mice. Dissected brains were cut into small pieces, rapidly frozen in liquid nitrogen, and mechanically crushed into a fine powder in a pre-chilled tube to enable rapid and uniform fixation of tissue samples. After fixation with 1% paraformaldehyde, we immunoprecipitated chromatins using an anti-FLAG antibody and purified DNA for subsequent deep sequencing. We improved the efficiency of immunoprecipitation and reduced background contamination by using 1 × Denhardt’s solution and Blocking Reagent from Roche in the immunoprecipitation buffer, which was essential for this study (M.M. and S.N., unpublished observation). The origin of reads from the input DNA and FLAG-purified samples was indistinguishable along the chromosomes, except for the mitochondrial genome, which was free of nucleosomes (Fig. 2A). We also observed a drop in mapped reads in the FLAG-purified samples ~300 bp upstream of the transcription start site (Fig. 2B), which has been reported to be a nucleosome-depleted region^26^. Apart from these exceptions, the number of reads mapped to various genome coordinates exhibited similar trends (Fig. 2C). To further confirm the distribution of FLAG-purified chromatin more quantitatively, we compared the number of mapped reads in 10-kbp bins over the entire genome (Fig. 2D). Among the countable 247,297 bins, only 10 bins exhibited statistically significant (FDR < 0.01) changes between the input and FLAG-purified chromatins, and 2 of them were from the mitochondrial genome. These observations suggested that the first immunoprecipitation using the FLAG antibody enabled relatively unbiased purification of chromatins from cells expressing H2B-FLAG. A similar observation has been previously reported for chromatin immunoprecipitation of another constitutive component, Histone H3^27^.

**Figure 2:**
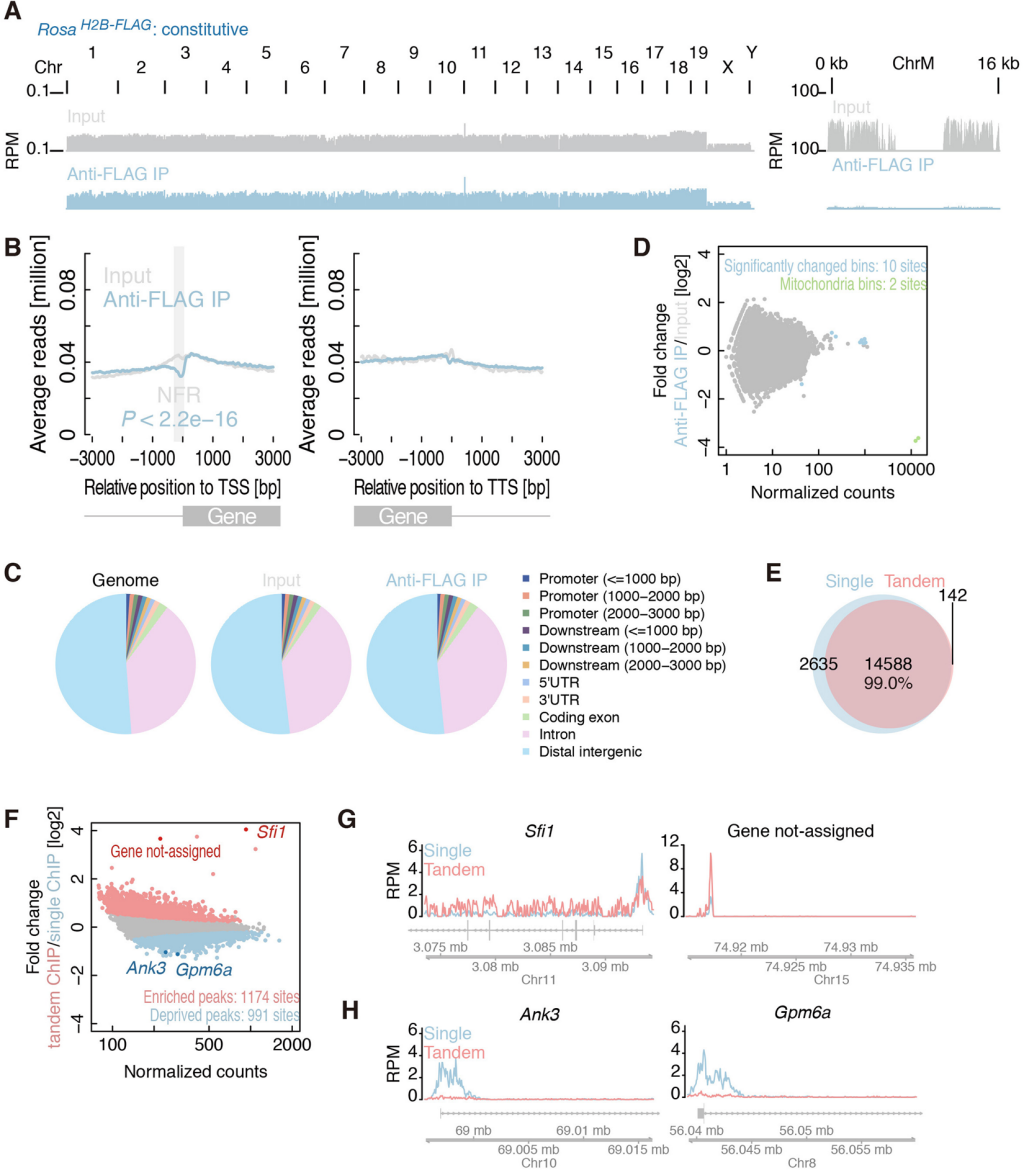
Purification of chromatins by H2B-FLAG. (**A**) Read distributions of input DNA and H2B-FLAG-bound DNA from *Rosa*^*H2B-FLAG*^ mice along each chromosome. ChrM represents mitochondria genome. (**B**) Enrichments of reads along the transcription start site (shown at 0 on the x-axis). Significance was calculated by the binominal test. TSS: transcription start site, TTS: transcription termination site. (**C**) Assignment of the origin of reads of input DNA and H2B-FLAG-bound DNA from *Rosa*^*H2B-FLAG*^ mice. (**D**) MA-plot of the mean reads in every 10-kbp bin along entire genomes versus their differential changes in anti-FLAG IP compared to input reads. Significantly changed bins (FDR < 0.01) are highlighted in light blue. Bins from mitochondrial genomes are depicted in light green. (**E**) Venn-diagram of peaks called by single H3K4me3 ChIP-Seq and tandem ChIP-Seq from *Rosa*^*H2B-FLAG*^ mice. (**F**) MA-plot of the mean read counts in called peaks along entire genomes versus their differential changes in single ChIP compared to tChIP. (**G** and **H**) Distribution of reads from *Rosa*^*H2B-FLAG*^ single H3K4me3 ChIP-Seq and tandem ChIP-Seq along the genomic loci, where biases were observed. RPM stands for reads per million.

The isolation of chromatin by H2B-FLAG allowed us to perform subsequent ChIP-Seq for modified histones (or tandem ChIP-Seq) in *Rosa*^*H2B-FLAG*^ mice. 

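In the *Rosa* H2B-FLAG line, the tagged histone was expressed ubiquitously. Lysates were prepared from the cerebral cortex of 2 mice each, as given in the paper's methods, and 3 libraries of each kind were sequenced. In single ChIP-Seq, crosslinked chromatin was precipitated with anti-H3K4me3 antibody alone, and in tChIP-Seq, chromatin was precipitated with anti-FLAG antibody, eluted, and precipitated again with anti-H3K4me3 antibody. The authors sequenced the libraries on an Illumina instrument with reads of 80 nucleotides, removed reads from repeats, mapped the rest to mm9, removed duplicates, called peaks with MACS and counted the reads in each peak region with bedtools. They deposited these counts, as whole numbers without normalization, for the H3K4me3 libraries, while the input and FLAG libraries have no counts. The counts of each library cover the same 17993 regions, whose widths ranged from 1 to 8561 bp with a median of 1774 bp. The total count per library ranged from 6316125 to 8644574 in single ChIP-Seq and from 1457261 to 1828371 in tChIP-Seq. The median count per region lay between 279 and 384 in the single ChIP-Seq libraries and between 69 and 88 in the tChIP-Seq libraries. From these counts, the tChIP-Seq and single ChIP-Seq groups of 3 libraries each were compared with edgeR, using TMM normalization, the quasi-likelihood F test and Benjamini-Hochberg adjustment, with no filter on low counts and a threshold of 0.01 for the adjusted p. Values per region are given as CPM, the TMM-normalized count scaled to the library's size, and standard errors (SE) of log2 fold changes were derived from the F statistic. In counts simulated with the same depth and dispersion, 200 regions were changed by either 1 or 0.5 on the log2 scale. This test recovered 85% of those changed by 1 and 58% of those changed by 0.5, and it called 4 of the unchanged regions.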

Here, we focused on tri-methylated lysine 4 of histone H3 (H3K4me3), which is a hallmark of active transcription and is enriched at the promoter regions^28,29^. We performed three independent tChIP-Seqs and simple H3K4me3 ChIP-Seqs (or single ChIP-Seqs) and found that ~80% of the peaks were commonly called in all three experiments (Supplemental Figure S2A), indicating the high reproducibility of our tChIP-Seq approach. 

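The deposited counts are on a single region list shared by all libraries, so the share of peaks called in each experiment could not be counted from them. Reproducibility was measured instead from the read counts. Across the 17993 regions, Pearson's r between replicates ranged from 0.9966 to 0.9971 for the 3 pairs of single ChIP-Seq libraries and from 0.9819 to 0.9837 for the 3 pairs of tChIP-Seq libraries. Peak regions are not independent replicates, so no p was calculated for r. Taking log2 of the count plus 1 moved these values most, to a lowest r of 0.9923 and 0.9709, respectively. The spread between replicates was also expressed as the chi-square per degree of freedom over regions. This value, which is 1 for sampling noise alone, ranged from 1.06 to 1.08 for single ChIP-Seq and from 1.03 to 1.05 for tChIP-Seq. It includes differences between animals only if the 3 libraries came from separate lysates. The paper calls the 3 experiments independent, but its methods do not state separate lysates. If a lysate was shared, the SDs and p-values given here do not measure variation between animals.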

As expected, called peaks from both samples were enriched around transcription start sites (Supplemental Figure S2C). 

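The regions were compared with the transcription start sites (TSSs) annotated in GENCODE on mm9. Of the 17968 regions on chromosomes covered by the annotation, 13404 (74.6%) overlapped a TSS, and 14216 (79.1%) had a TSS within 1000 bp. When the regions were placed at random on the same chromosomes 100 times, 4.09% ± 0.147 (SD over 100 shuffles) overlapped a TSS, with a highest value of 4.47%. Regions overlapping a TSS held 93.9% ± 0.0221 of the counts in single ChIP-Seq and 92.3% ± 0.0706 in tChIP-Seq (SD, n = 3 libraries each).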

We observed extensive overlap of the peaks in single ChIP-Seq and tChIP-Seq; 99% of the peaks were commonly identified in single ChIP-Seq and tChIP-Seq (Fig. 2E), and a comparison of the number of reads mapped to identified peak regions exhibited a strong correlation (r > 0.93 for all possible combinations) between single ChIP-Seq and tChIP-Seq (Supplemental Figure S3). Despite this high correspondence, we observed differential enrichments in particular loci, and 1174 and 991 sites displayed statistically significant (FDR < 0.01) enrichment and deprivation in the tChIP-Seq samples, respectively, compared to the input single ChIP-Seq samples (Fig. 2F–H). This effect may be due to a certain bias towards longer DNA after H2B purification (Supplemental Figure S2E), which may reflect stable nucleosome selection during the first chromatin purification process. 

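Because single ChIP-Seq and tChIP-Seq share 1 region list in the deposited counts, overlap of separately called peaks could not be recalculated. For the read counts, Pearson's r across regions ranged from 0.9398 to 0.9470 over the 9 combinations of a single ChIP-Seq and a tChIP-Seq library. Every combination lay below every pair of replicates of the same kind. Of the alternatives, Spearman's rank correlation gave the largest shift, with a range from 0.9578 to 0.9623, and leaving out the 1% of regions with the highest total count gave the lowest r, 0.9333.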

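Of the 17993 regions, 4439 were higher and 4046 were lower in tChIP-Seq than in single ChIP-Seq at an adjusted p under 0.01. Among alternatives that changed a single choice, leaving out the 40% of regions with the lowest total count moved these counts most, to 1896 and 1769, respectively. The region at the TSS of *Sfi1* (chromosome 11, 3092310–3094452) had 248 ± 26.5 CPM in tChIP-Seq and 58.8 ± 1.19 CPM in single ChIP-Seq (SD, n = 3 each), with a log2 fold change of 2.07 (SE 0.0614, adjusted p = 9.02e-243). The region on chromosome 15 that is assigned to no gene (74915917–74917521) had 214 ± 19.4 CPM and 17.4 ± 3.93 CPM, respectively, with a log2 fold change of 3.63 (SE 0.0824) and a p too small for the program to represent. This region lies 21069 bp from the nearest gene, *Ly6c2*, and 4 other places in mm9 have a near-identical sequence. Both regions also differed between the mouse lines in single ChIP-Seq, by 0.77 and 2.32 on the log2 scale. In the opposite direction, the region at the TSS of *Ank3* (chromosome 10, 68996044–69000013) had 44.7 ± 1.48 CPM in tChIP-Seq and 100.4 ± 8.37 CPM in single ChIP-Seq, with a log2 fold change of -1.18 (SE 0.0918, adjusted p = 3.17e-35). For *Gpm6a* (chromosome 8, 56039183–56044113) the values were 52.6 ± 6.92 CPM and 124.8 ± 8.37 CPM, with a log2 fold change of -1.22 (SE 0.0834, adjusted p = 4.76e-46). In all 4 regions, the 3 libraries of one group lay above the 3 of the other. For such differences at particular loci, the paper proposes several possible biases, namely a selection of longer DNA in the H2B purification, an altered efficiency of the anti-H3K4me3 immunoprecipitation where the FLAG epitope is present, and effects of the H2B variant, its N-terminal extension or its amount. To offset all of them, it reasons that tChIP-Seq of the mouse lines should be compared with each other rather than with single ChIP-Seq. In that comparison, all 4 regions were still called. The log2 fold changes of *Camk2a* H2B-FLAG against *Rosa* H2B-FLAG mice were -0.81 for *Sfi1*, -0.52 for the chromosome 15 region, 1.45 for *Ank3* and 1.06 for *Gpm6a*. A remaining bias and a difference between the tagged cells cannot be told apart by these values.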

Alternatively, the efficiency of the second immunoprecipitation using anti-H3K4me3 antibodies may be affected by the presence of the FLAG epitope at particular loci, even though the first H2B-FLAG purification did not essentially alter the DNA population (Fig. 2A–D). It is also possible that the H2B variant used in this study, N-terminal extension by tagging, and/or slight increase in the total amount of H2B protein (Fig. 1B,E) may cause these biases as has been observed in core histone variants that display specific genomic distributions^30,31^. It should also be noted that a significant portion of the FLAG-H2B molecules expressed in mice have extended N-terminal sequences, presumably derived from unexpected in-frame start codon in loxP sequences (Fig. 1E). These molecules may be preferentially deposited in particular genomic loci or affect histone modifications. Therefore, we offset all of these biases by mainly performing subsequent differential and quantitative analyses in a comparison of the tChIP-Seq datasets obtained from *Rosa*^*H2B-FLAG*^ and *Camk2a*^*H2B-FLAG*^; we did not compare the results obtained with single ChIP-Seq and tChIP-Seq. We assumed that this would be the best practice for downstream analyses.

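In *Camk2a* H2B-FLAG mice, the tagged histone is expressed in *Camk2a*-positive neurons after recombination by a tamoxifen-dependent Cre. Mice aged 8 weeks received 1 mg tamoxifen per day for 5 days, and tissue was collected a month later. Lysates, libraries and read counts were prepared in the same way as for *Rosa* H2B-FLAG mice. The counts of both lines are on the same regions. The total count per library ranged from 4063200 to 4233144 in the 3 single ChIP-Seq libraries and from 2709729 to 3049130 in the 3 tChIP-Seq libraries, and the median count per region ranged from 185 to 193 and from 123 to 139, respectively. The lines were compared in tChIP-Seq and, separately, in single ChIP-Seq with the test used for the *Rosa* H2B-FLAG data. The difference between these 2 effects was tested as an interaction term over all 12 libraries. In simulated counts, 200 regions were again changed by either 1 or 0.5 on the log2 scale. The tChIP-Seq comparison recovered 83% of those changed by 1 and 50% of those changed by 0.5. The single ChIP-Seq comparison recovered 88% and 72%, and the interaction recovered 71% and 28%.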

Then, we prepared single and tandem ChIP-Seq libraries from *Camk2a*^*H2B-FLAG*^ mice to investigate the neuron-specific epigenome. Primary chromatin isolation from *Camk2a*-positive neurons did not show a strong bias along the entire genome (Supplemental Figure S4), suggesting that H2B-FLAG is evenly distributed throughout the genome in *Camk2a*-positive neurons, as is the case for the whole brain samples (Fig. 2D). 

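In the *Camk2a* H2B-FLAG single ChIP-Seq libraries, Pearson's r across regions ranged from 0.9941 to 0.9946 over the 3 pairs of replicates, and the chi-square per degree of freedom ranged from 1.04 to 1.09. Regions overlapping a TSS held 93.5% ± 0.0420 of the counts in single ChIP-Seq and 92.3% ± 0.0628 in tChIP-Seq (SD, n = 3 each).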

We again found that their called peaks were highly reproducible (Supplemental Figure S2B) and that they were enriched around transcription start sites/promoter regions (Supplemental Figure S2D). We subsequently compared the number of reads mapped to the peak regions called in both *Camk2a*^*H2B-FLAG*^ and *Rosa*^*H2B-FLAG*^ tChIP-Seq and examined the fold change distributions along the called peaks (pink color in Fig. 3A). In the case of single ChIP-Seq of *Camk2a*^*H2B-FLAG*^ and *Rosa*^*H2B-FLAG*^, the data were obtained from two essentially identical brain samples, so the difference between them should not be huge. 

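Between the single ChIP-Seq libraries of *Camk2a* H2B-FLAG and *Rosa* H2B-FLAG mice, the log2 fold changes of the 17993 regions had an SD of 0.2590 and a median of 0.00. Of these regions, 5096 (28.3%) lay within 0.05 of zero, 5.78% changed by at least 0.5 in either direction and 0.906% by at least 1. At an adjusted p under 0.01, 167 regions were higher and 219 were lower in *Camk2a* H2B-FLAG mice. These counts fell to between 69 and 131 regions higher and between 49 and 165 lower when 1 library was left out at a time, the lowest without replicate 2 of *Camk2a* H2B-FLAG single ChIP-Seq and the highest without replicate 1 of *Rosa* H2B-FLAG single ChIP-Seq. The counts fell most with DESeq2, which gave 27 and 7, and after thinning to the totals of the tChIP-Seq libraries, which gave 15 and 8, respectively. They rose at an adjusted p threshold of 0.05.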

As expected, most of the peaks from single ChIP-Seqs exhibited neither enrichment nor a decrease, and they accumulated around the log2 = zero region (gray color in Fig. 3A). On the other hand, the fold change exhibited a much wider distribution when comparing the peaks obtained from *Camk2a*^*H2B-FLAG*^ and *Rosa*^*H2B-FLAG*^ tChIP-Seq (pink color in Fig. 3A). These clear differences were consistent with the idea that tChIP-Seq can correctly discriminate the origin of cells, which cannot be done with single ChIP-Seq. 

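The log2 fold changes between the tChIP-Seq libraries of *Camk2a* H2B-FLAG and *Rosa* H2B-FLAG mice had an SD of 0.7189 over the same regions. Of these, 12.8% lay within 0.05 of zero, whereas 31.4% changed by at least 0.5 and 14.4% by at least 1. Because the tChIP-Seq libraries had fewer counts, the single ChIP-Seq counts were also thinned at random to the totals of the tChIP-Seq libraries, after which the SD in single ChIP-Seq was 0.3478. The SD depended on regions with few counts. Without the 40% of regions with the lowest total count, it was 0.4750 in tChIP-Seq and 0.0998 in single ChIP-Seq. Tested region by region, the effect of the mouse line in tChIP-Seq was above that in single ChIP-Seq in 2466 regions and below it in 2375 (interaction term, edgeR, adjusted p under 0.01). From the wider distribution in tChIP-Seq, the paper proposes that tChIP-Seq discriminates the origin of cells, which single ChIP-Seq does not.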

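The position of each neuronal gene's peak was taken from Supplemental Table 1 of the paper, where it was listed. The *Camk2a* region (chromosome 18, 61084429–61090503), which contains its TSS, had 348 ± 14.2 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 71.5 ± 4.03 CPM in *Rosa* H2B-FLAG tChIP-Seq (SD, n = 3 each), with a log2 fold change of 2.27 (SE 0.0685, adjusted p = 9.42e-44). It ranked 18 of the 17993 regions by log2 fold change, and leaving out 1 library at a time gave 2.24 to 2.32. In single ChIP-Seq, the *Camk2a* region also differed between the lines, with 244 ± 11.7 CPM and 170.3 ± 2.61 CPM and a log2 fold change of 0.52 (SE 0.0384, adjusted p = 3.74e-27), as did the neighboring regions of *Arsi* and *Slc6a7*. The excess of the tChIP-Seq effect over the single ChIP-Seq effect at *Camk2a* was 1.74 on the log2 scale (interaction term, adjusted p = 1.33e-56). The *Slc17a7* region (chromosome 7, 52418842–52422357) had 128 ± 8.38 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 40.6 ± 0.445 CPM in *Rosa* H2B-FLAG tChIP-Seq, with a log2 fold change of 1.65 (SE 0.0984, adjusted p = 1.5e-25). In single ChIP-Seq, the log2 fold change of *Slc17a7* was -0.02 (adjusted p = 0.838), and the interaction was 1.67 (adjusted p = 5.19e-34). These interactions combine an increase from single ChIP-Seq to tChIP-Seq in *Camk2a* H2B-FLAG mice with a larger decrease in *Rosa* H2B-FLAG mice. In *Rosa* H2B-FLAG mice, tChIP-Seq against single ChIP-Seq gave log2 fold changes of -1.29 for *Camk2a* (SE 0.0719, adjusted p = 3.74e-69) and -1.30 for *Slc17a7* (SE 0.0951, adjusted p = 3.59e-40), which ranked 17950 and 17952 of all regions. In *Camk2a* H2B-FLAG mice, the same comparison gave 0.44 (SE 0.0416, adjusted p = 1.66e-19) and 0.36 (SE 0.0630, adjusted p = 2.56e-07).

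**Figure D1:**
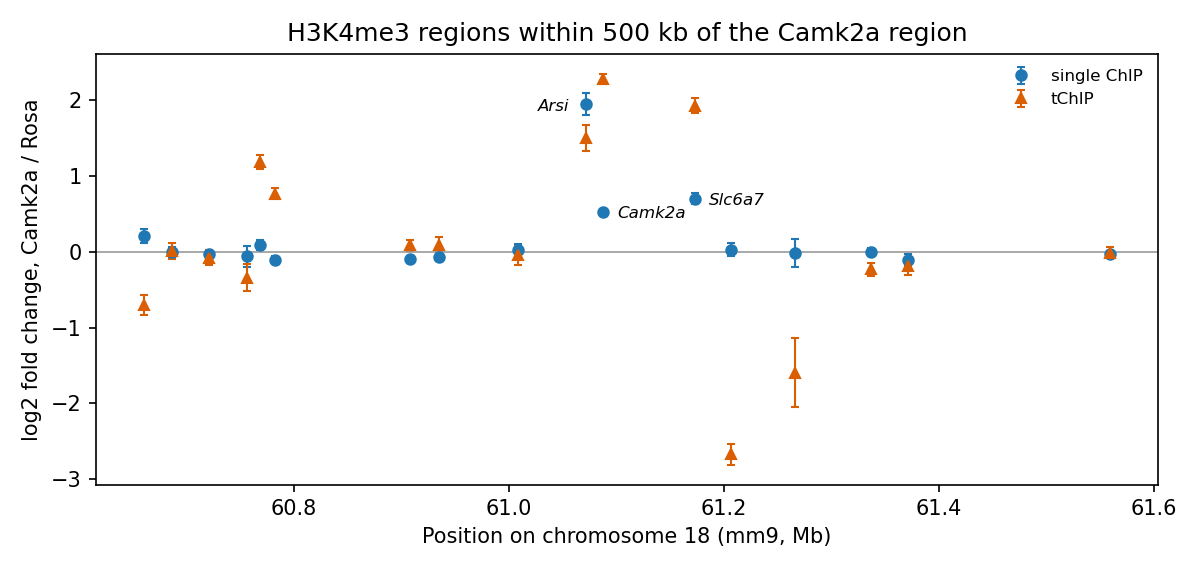
Log2 fold change between *Camk2a* H2B-FLAG and *Rosa* H2B-FLAG mice of the 17 peak regions within 500 kb of the *Camk2a* region, against position on chromosome 18 of mm9, in single ChIP-Seq (circles) and tChIP-Seq (triangles). Bars are the SE. In single ChIP-Seq, *Arsi*, *Camk2a* and *Slc6a7* are raised, and the other 14 regions lie between -0.11 and 0.21.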

Strikingly, we observed a strong accumulation of promoter H3K4me3 marks in known neuronal genes, including *Camk2a*, whose promoter defined the target cells in this experiment, and vesicular glutamate transporter 1 (*Vglut1/Slc17a7*), a well-known glutaminergic neuron marker gene^32^ (Fig. 3B). Concomitant to such an accumulation in representative glutaminergic neuronal genes, non-neuronal marker genes were deprived in the *Camk2a*^*H2B-FLAG*^ tChIP-Seq data. For example, H3K4me3 peaks were detected in the promoter regions of astrocyte marker *Aldh1l1*^33^ and microglia marker *Cd40* in *Rosa*^*H2B-FLAG*^ tChIP-Seq, but they were depleted in *Camk2a*^*H2B-FLAG*^ tChIP-Seq (Fig. 3C). 

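Positions of the non-neuronal genes were taken from the genomic windows drawn in Fig. 3. The region at the *Aldh1l1* TSS (chromosome 6, 90500715–90502215) had 3.14 ± 0.392 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 23.2 ± 4.35 CPM in *Rosa* H2B-FLAG tChIP-Seq (SD, n = 3 each), with a log2 fold change of -2.86 (SE 0.268, adjusted p = 1.48e-15). In single ChIP-Seq, its log2 fold change was -0.16 (adjusted p = 0.56), and the interaction was -2.71 (adjusted p = 2.06e-14). The region at the *Cd40* TSS (chromosome 2, 164880927–164881642) was short and had few reads, 211 over all 12 libraries. It had 1.58 ± 0.972 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 5.17 ± 1.38 CPM in *Rosa* H2B-FLAG tChIP-Seq, with a log2 fold change of -1.70 (SE 0.476, adjusted p = 0.00237). The call for *Cd40* rested on single libraries and on the test. The adjusted p was 0.0294 without replicate 2 of *Rosa* H2B-FLAG tChIP-Seq, 0.0235 without replicate 2 of *Camk2a* H2B-FLAG tChIP-Seq and 0.0215 with DESeq2, within a range from 0.000795 to 0.0294 over its alternatives. In single ChIP-Seq, the log2 fold change of *Cd40* was -0.40 (adjusted p = 0.316), and the interaction, -1.31, was not past the threshold (adjusted p = 0.0437).

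**Figure D2:**
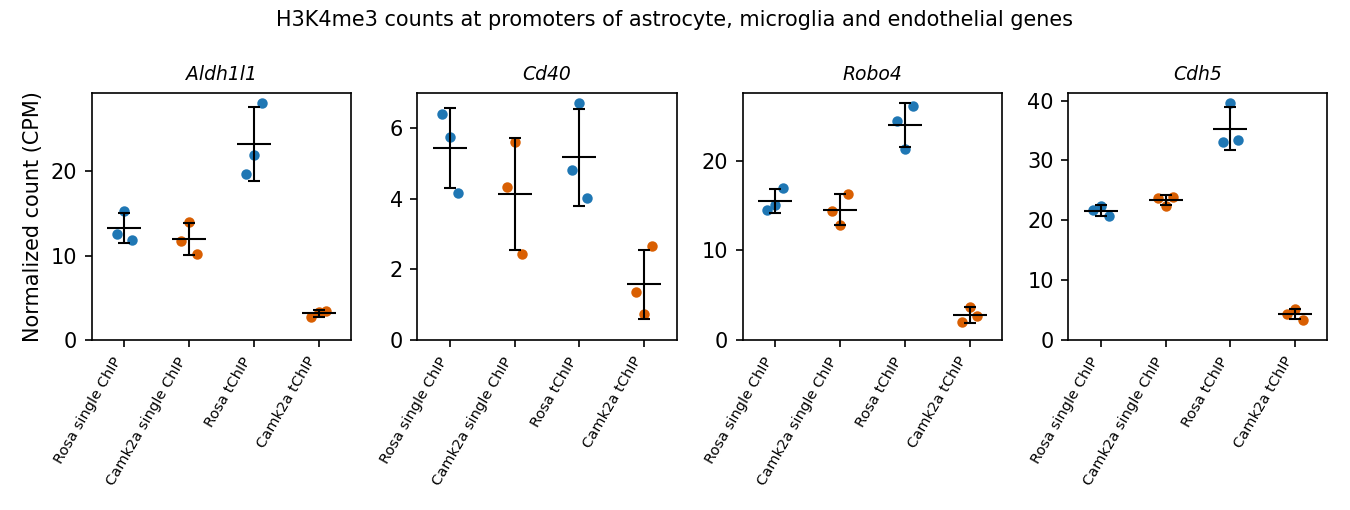
TMM-normalized CPM of the *Aldh1l1*, *Cd40*, *Robo4* and *Cdh5* regions in each of the 3 libraries of the 4 groups, with the mean and SD. In tChIP-Seq, the 3 *Camk2a* H2B-FLAG libraries lie below the 3 *Rosa* H2B-FLAG libraries for each gene.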

We also monitored the reduction of peaks in blood vessel genes, including *Robo4* and *Cdh5*^34,35^ (Fig. 3D). These observations supported that we could successfully investigate chromatin modification in specific cell types.

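The region at the *Robo4* TSS (chromosome 9, 37209538–37211241) had 2.79 ± 0.850 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 24.0 ± 2.44 CPM in *Rosa* H2B-FLAG tChIP-Seq (SD, n = 3 each), with a log2 fold change of -3.09 (SE 0.272, adjusted p = 7.26e-17). Another region in the window drawn for this gene (37228321–37228823), which lies in *Robo3*, had a log2 fold change of -0.63 that was not past the threshold (adjusted p = 0.165). The region at the *Cdh5* TSS (chromosome 8, 106625423–106627516) had 4.31 ± 0.891 CPM and 35.3 ± 3.66 CPM, respectively, with a log2 fold change of -3.01 (SE 0.221, adjusted p = 1.02e-20). In single ChIP-Seq, *Robo4* and *Cdh5* changed by -0.09 (adjusted p = 0.746) and 0.11 (adjusted p = 0.616) on the log2 scale, and their interactions were -3.02 (adjusted p = 1.35e-17) and -3.13 (adjusted p = 1.91e-26).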

**Figure 3:**
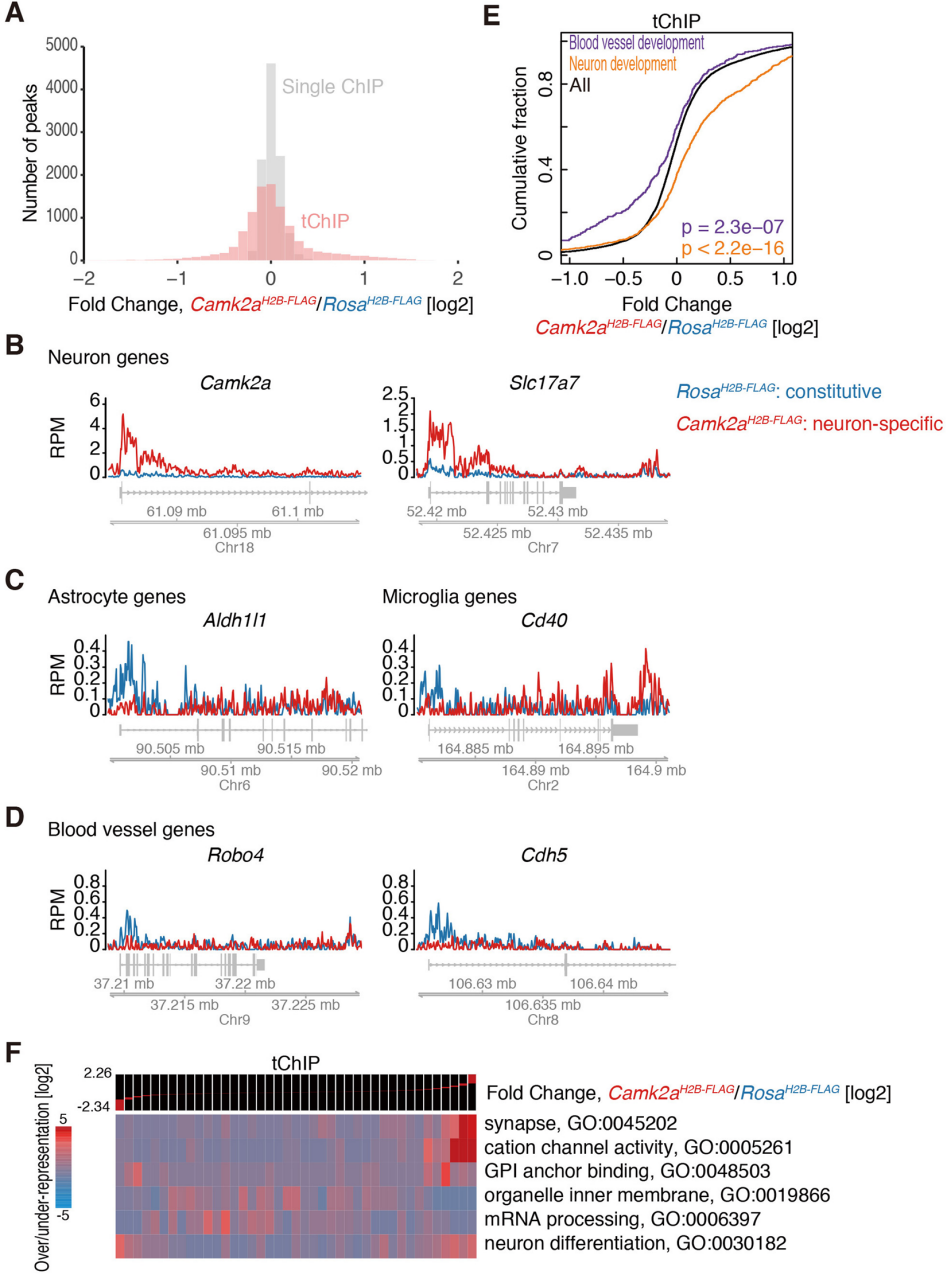
tChIP-Seq from *Camk2a*^*H2B-FLAG*^ showed accumulation and depletion of reads along known neuronal genes and non-neuronal genes, respectively. (**A**) Histogram of number of peaks along differential changes of single H3K4me3 ChIP-Seq and tChIP-Seq in *Camk2a*^*H2B-FLAG*^ compared to those from *Rosa*^*H2B-FLAG*^. Bin width is 0.1. (**B**–**D**) Distribution of reads from tChIP-Seq of *Rosa*^*H2B-FLAG*^ and *Camk2a*^*H2B-FLAG*^ along each gene locus. RPM: reads per million. (**E**) Cumulative distribution of reads in peaks corresponding to neuron development and blood vessel development genes along differential changes between *Camk2a*^*H2B-FLAG*^ and *Rosa*^*H2B-FLAG*^ tChIP-Seq. Significance is calculated by Mann-Whitney U test. (**F**) GO analysis along differential changes between *Camk2a*^*H2B-FLAG*^ and *Rosa*^*H2B-FLAG*^ tChIP-Seq with iPAGE.

We further quantitatively investigated the distribution of the peaks enriched in *Camk2a*-positive cells without bias by counting the number of reads mapped to called peaks in *Camk2a*^*H2B-FLAG*^ tChIP and *Rosa*^*H2B-FLAG*^ tChIP and performed differential enrichment analysis. 

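Among the *Camk2a* H2B-FLAG tChIP-Seq libraries, Pearson's r across regions ranged from 0.9908 to 0.9914 over the 3 pairs of replicates, and the chi-square per degree of freedom ranged from 1.06 to 1.08.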

Again, the read counting was highly reproducible among replicates (Supplemental Figure S5). We observed significant enrichment of reads in the peaks assigned to neuronal genes (identified GO term “neuron development”) and depletion of those assigned to blood vessel genes (GO term “blood vessel development”) in the tChIP data (Fig. 3E), whereas single ChIP did not exhibit such a difference (Supplemental Figure S6). Moreover, unbiased GO-term analysis resulted in gene accumulations related to “synapse” and “cation channel activity”, which are a key component and function of neurons, respectively (Fig. 3F). Taken together, we concluded that quantitative analysis of *Camk2a*^*H2B-FLAG*^ tChIP-Seq data successfully captures the genomic positions of chromatin modifications associated with active transcription in neuronal cells.

Other relevant cell type-specific techniques based on RNA-Seq, FACS-sorted RNA-Seq^36^ and TRAP-Seq^7,8^ have previously been used to explore the transcriptional profiles of particular neurons. Because the H3K4me3 modification is preferentially^28,29^, if not exclusively^37^, associated with active promoters, tChIP-Seq enables the prediction of candidates of genes that are actively transcribed in the cells. We thus evaluated the power of tChIP-Seq relative to the techniques that directly profile the transcripts by reanalyzing the transcriptome data obtained in similar conditions^8,36^. For the consistency of the data analysis, we calculated the neuron enrichments (RNA-Seq from FACS-sorted neurons or from mRNA associated with tagged ribosomes expressed under the *Camk2a* promoter) compared to input RNA (brain RNAs without selection) as we did in tChIP-Seq. Even after considering the differences in the applied approaches, mouse background, and laboratories where the data were collected, we observed only a weak correlation of mRNA enrichment between published data sets and tChIP-Seq (Fig. 4A,B, and Supplemental Figure S7). Notably, we did not detect any enrichment of the well-established neural marker *Camk2a* in FACS-sorted RNA-Seq and TRAP-Seq, unlike tChIP-Seq. This finding was even more contradictory in TRAP-Seq, in which the target cells were constrained by the *Camk2a* promoter^8^, which is the same promoter we used for tChIP to enrich cell type-specific chromatins. Given that *Camk2a* mRNA is localized and translated at dendrites reviewed in^6,37^, we speculate that dendritic and axonal mRNAs were lost in FACS-sorted RNA-Seq or TRAP-Seq for unknown reasons. We also investigated the enrichment of mRNAs previously assigned as dendritic or axonal transcripts by micro-dissection of synaptic neuropils. Based on RNA-Seq^38^ in FACS-sorted RNA-Seq, TRAP-Seq, and tChIP-Seq data, we found that the enrichment was clearly observed only in tChIP-Seq (Fig. 4C). Although the causes of this difference among techniques remains unclear (see more details in the Discussion), tChIP-seq uncovered a wide range of H3K4me3 modifications in promoter regions located upstream of the genes reported to be active in neurons.

**Figure 4:**
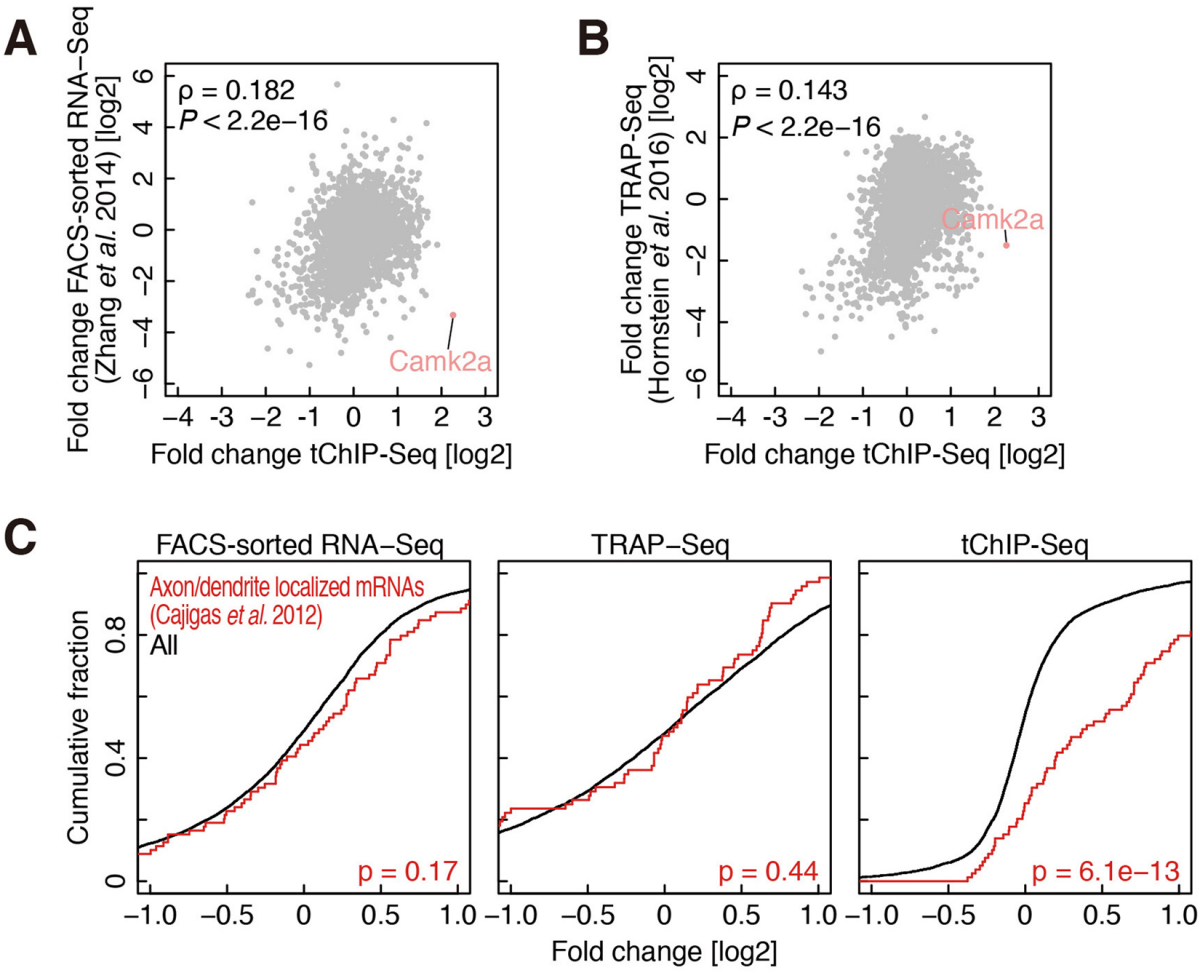
Comparison of tChIP-Seq to previously reported methods for neuron-specific gene expression. (**A** and **B**) Correlation of tChIP-Seq enrichment and FACS-sorted RNA-Seq (**A**) and TRAP-Seq (**B**). ρ: Spearman’s rank correlation. P value is calculated by Student’s t test. (**C**) Cumulative distribution of axon/dendrite-localized transcripts along FACS-sorted RNA-Seq, TRAP-Seq, and tChIP-Seq. Significance is calculated by Mann-Whitney U test.

Our exploration of H3K4me3 modifications by tChIP-Seq was not restricted to protein-coding genes; it was also expanded into ncRNAs. 

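The regions listed in Supplemental Table 1 for *Mir137*, *Mir129-2* and *Mir124a-3* contain the annotated 5′ end of the microRNA precursor, and that of *Mir137* also contains the TSS of the overlapping transcript AC122183.1. The *Mir137* region (chromosome 3, 118132659–118139355) had 215 ± 22.1 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 79.4 ± 7.19 CPM in *Rosa* H2B-FLAG tChIP-Seq (SD, n = 3 each), with a log2 fold change of 1.42 (SE 0.0787, adjusted p = 2.34e-27). For *Mir129-2* (chromosome 2, 94080468–94087579) the values were 172 ± 1.2 CPM and 73.4 ± 5.41 CPM, with a log2 fold change of 1.24 (SE 0.0784, adjusted p = 5.05e-24). For *Mir124a-3* (chromosome 2, 180625022–180629882) they were 178 ± 4.03 CPM and 90.7 ± 11.9 CPM, with a log2 fold change of 0.98 (SE 0.0758, adjusted p = 1.37e-19). In each of these regions, the 3 *Camk2a* H2B-FLAG libraries lay above the 3 *Rosa* H2B-FLAG libraries. None of these regions was called in single ChIP-Seq, where the log2 fold changes were 0.12, 0.13 and 0.07 and the lowest adjusted p was 0.0887. The interactions were 1.30, 1.10 and 0.90, and each was past the threshold. For tChIP-Seq against single ChIP-Seq, the log2 fold changes of *Mir137*, *Mir129-2* and *Mir124a-3* were -0.83, -0.24 and -0.78 in *Rosa* H2B-FLAG mice and 0.46, 0.85 and 0.11 in *Camk2a* H2B-FLAG mice. Of these, the change of *Mir124a-3* in *Camk2a* H2B-FLAG mice was not past the threshold (adjusted p = 0.0646) but passed it without the 40% of regions with the lowest total count (adjusted p = 0.00245, the lowest in a range up to 0.212), and that of *Mir129-2* in *Rosa* H2B-FLAG mice (adjusted p = 0.00925) was past it in 7 of 20 alternatives (adjusted p from 0.00603 to 0.55) and was lost, among others, without replicate 2 of *Rosa* H2B-FLAG tChIP-Seq (0.0833).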

The power of our tChIP-Seq approach was exemplified by clear identification of the H3K4me3 peaks in the promoter regions of micro-RNA precursors of miR137, miR129-2, and miR124a-3, all of which regulate the development of the nervous system and are closely related to neuronal disorders^39–41^ (Fig. 5A). We also detected an enrichment of the peaks in the promoter region of *Miat/Gomafu*, which is specifically expressed in neuronal cells and controls animal behavior^42,43^ (Fig. 5B). In contrast, the peak was decreased in *Neat1*, which is expressed in glial cells, but not in neurons, under normal conditions^44,45^ (Fig. 5C).

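The *Miat* region (chromosome 5, 112654380–112658399) had 129 ± 7.43 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 63.4 ± 2.94 CPM in *Rosa* H2B-FLAG tChIP-Seq (SD, n = 3 each), with a log2 fold change of 1.02 (SE 0.0873, adjusted p = 1.83e-17). In single ChIP-Seq it was -0.04 (adjusted p = 0.711), and the interaction was 1.06 (adjusted p = 1.47e-18). Against single ChIP-Seq, tChIP-Seq differed at *Miat* by -0.40 on the log2 scale in *Rosa* H2B-FLAG mice and by 0.65 in *Camk2a* H2B-FLAG mice. The former call was lost in 3 of 20 alternatives, those without the 40% of regions with the lowest total count (adjusted p up to 0.0577).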

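The region overlapping *Neat1* and its TSS (chromosome 19, 5841138–5845718) had 25.6 ± 2.94 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 125 ± 5.23 CPM in *Rosa* H2B-FLAG tChIP-Seq (SD, n = 3 each), with a log2 fold change of -2.28 (SE 0.105, adjusted p = 1.26e-31), and of -2.34 to -2.20 when 1 library was left out at a time. In single ChIP-Seq it was -0.03 (adjusted p = 0.801), and the interaction was -2.26 (adjusted p = 2.25e-49).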

**Figure 5:**
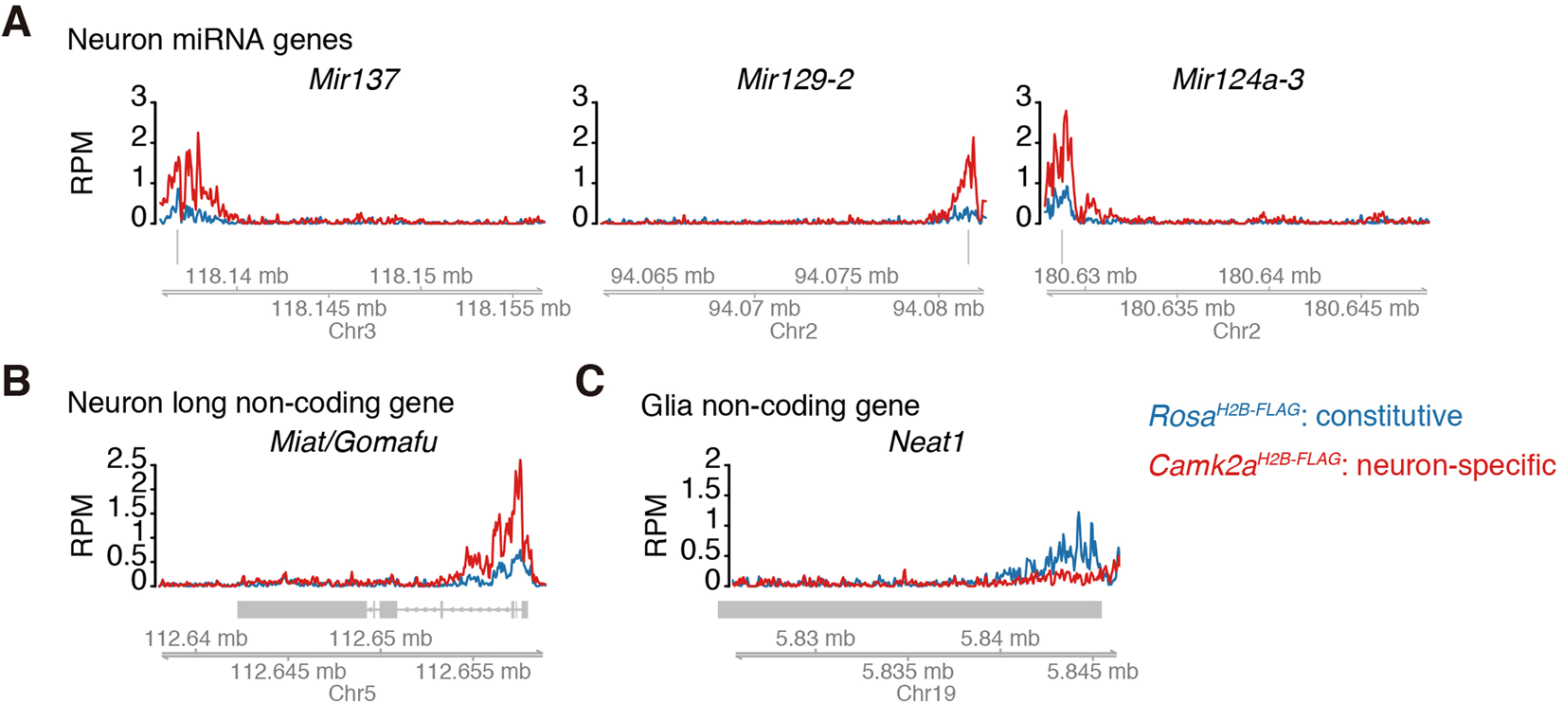
Neuron-specific ncRNAs verified by tChIP-Seq. (**A**–**C**) Distribution of reads from tChIP-Seq of *Rosa*^*H2B-FLAG*^ and *Camk2a*^*H2B-FLAG*^ mice along neuron-specific miRNA loci (**A**), long non-coding RNA loci (**B**), and glia-specific long non-coding RNA loci (**C**). RPM: reads per million.

We finally aimed to identify novel H3K4me3 modifications in promoters of neuronal genes using *Camk2a*-tChIP-Seq. 

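At an adjusted p under 0.01, 3062 of the 17993 regions were higher and 2620 were lower in *Camk2a* H2B-FLAG tChIP-Seq than in *Rosa* H2B-FLAG tChIP-Seq. Among all 17993 regions, called or not, the 3 libraries of one line lay above the 3 of the other in 8685, against the 10% that chance gives. Among alternatives that changed a single choice, leaving out the 40% of regions with the lowest total count moved the numbers most, to 2106 and 1258, and leaving out 1 library at a time gave 2605 to 2844 higher regions and 2229 to 2497 lower regions.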

Statistical analysis (see Methods and Materials) identified 1584 peaks as neuron-enriched sites (and also 974 sites as deprived) (Fig. 6A, Supplemental Table 1). Among them, we newly identified H3K4me3 modifications in promoters of genes including Golga7b, Fam43b, and Fam135b, which have not previously been reported for neural function (Fig. 6B). 

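The *Golga7b* region (chromosome 19, 42329618–42333496) had 113 ± 1.52 CPM in *Camk2a* H2B-FLAG tChIP-Seq and 49.4 ± 4.40 CPM in *Rosa* H2B-FLAG tChIP-Seq (SD, n = 3 each), with a log2 fold change of 1.19 (SE 0.0956, adjusted p = 1.15e-18). The *Fam43b* region (chromosome 4, 137949312–137952939), which also holds the TSS of AB041806, had 198 ± 10.6 CPM and 79.3 ± 6.95 CPM, with a log2 fold change of 1.32 (SE 0.0761, adjusted p = 2.69e-26). The *Fam135b* region (chromosome 15, 71555657–71559238) had 110.0 ± 3.36 CPM and 44.4 ± 6.56 CPM, with a log2 fold change of 1.31 (SE 0.100, adjusted p = 9.49e-20). The paper's log2 fold changes in Supplemental Table 1 are 1.17, 1.31 and 1.29, respectively. In single ChIP-Seq, the log2 fold changes were 0.02, -0.08 and 0.02, none past the threshold, and the interactions were 1.16, 1.39 and 1.28, each past the threshold. Relative to single ChIP-Seq, tChIP-Seq changed by -0.36, -0.71 and -0.87 in *Rosa* H2B-FLAG mice and by 0.79, 0.67 and 0.40 in *Camk2a* H2B-FLAG mice. The call for *Golga7b* in *Rosa* H2B-FLAG mice (adjusted p = 0.000794) was lost in 7 of 20 alternatives (adjusted p from 0.000546 to 0.18), among them leaving out replicate 1 (0.0109) or replicate 3 (0.0134) of *Rosa* H2B-FLAG tChIP-Seq.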

As expected, *in situ* hybridization of these transcripts revealed that their transcripts were observed, if not exclusively, in the cortical neuron with large, round nuclei (AP in Fig. 6C), some of which expressed H2B-FLAG in *Camk2a*^*H2B-FLAG*^ (FISH in Fig. 6C). Although the transcripts of Fam43b and Fam135b were predominantly found in the nucleus, the cytoplasmic localization of their substantial fractions was evident by active translation, which was observed by ribosome profiling in the mouse brain^8^ (Fig. 6D). Thus, the tChIP approach allowed us to discover novel promoters that preferentially possess particular chromatin modifications in neurons.

**Figure 6:**
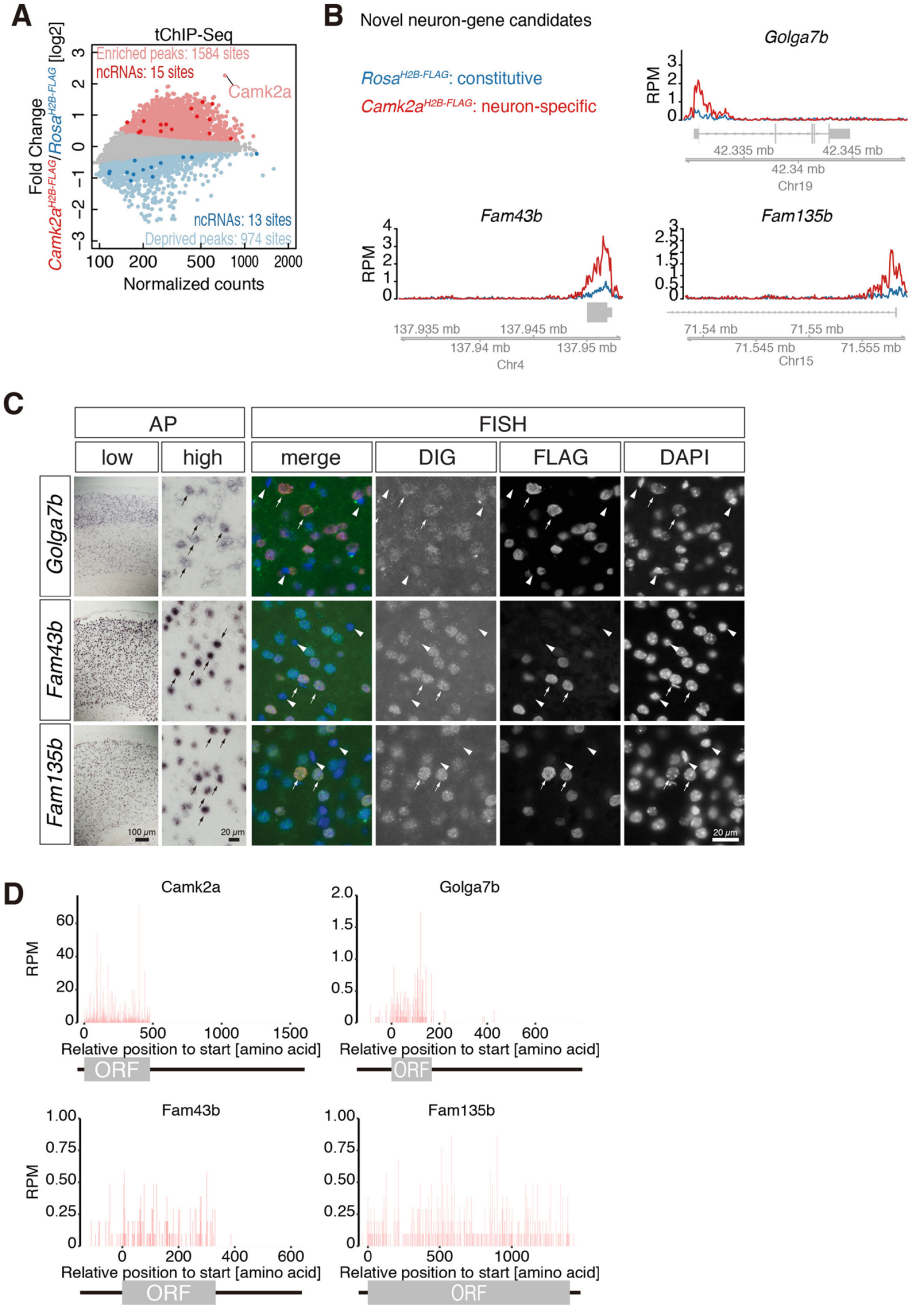
Novel neuron-genes identified by tChIP-Seq. (**A**) MA-plot of mean reads in H3K4me3 peaks and their differential changes in *Camk2a*^*H2B-FLAG*^ tChIP-Seq, highlighting defined neuron-enriched and neuron-deprived loci. Significantly changed peaks (FDR < 0.01) were highlighted in light pink and light blue. Peaks assigned to ncRNAs were depicted in darker pink and blue. (**B**) Distribution of reads from tChIP-Seq of *Rosa*^*H2B-FLAG*^ and *Camk2a*^*H2B-FLAG*^ along novel neuron gene candidates Golga7b, Fam43b, and Fam135b. RPM: reads per million. (**C**) Expression pattern of Golga7b, Fam43b, and Fam135b in the cortex of *Camk2a*^*H2B-FLAG*^ revealed by *in situ* hybridization. The transcripts were detected using chromogenic reaction of alkaline phosphatase-conjugated secondary antibodies (AP). For simultaneous detection with H2B-FLAG, the transcripts were detected with fluorescent-conjugated secondary antibodies (FISH). Distinct signals were observed in the cortical neurons identified by large, round nuclei (arrows), whereas little or no signals were observed in glial cells with small nuclei (arrowheads). Note that all the H2B-FLAG-positive cells expressed the candidate transcripts. (**D**) Ribosome footprint distribution along the novel neuronal genes. Reads assigned on each codon were depicted.

## Discussion

We have thus demonstrated that tChIP-Seq enables cell type-specific analyses of epigenetic modifications using a mouse model. As far as we know, this is the first study to investigate chromatin modifications of particular cell types in tissues of living animals without isolating the cells, which is a process that potentially alters chromatin modification at a higher turnover rate during the preparation of single cells. This method simply relies on the purification of chromatin using FLAG-tagged H2B specifically expressed upon Cre-mediated recombination, and it should be easy to implement for any type of histone modification in any cell type where Cre-driver mice are available. Our approach is also theoretically compatible with other ChIP-Seq-based analyses for various transcription regulators, bisulfite sequencing analyses of DNA methylation, and DNA footprinting strategies in DNase-Seq or ATAC (assay for transposase-accessible chromatin)-Seq for nucleosome survey^46^.

Many previous studies have reported successful profiling of gene expression in particular neurons of interest^2,5^. These studies, as well as analyses of H3K4me3 modifications in promoter regions by tChIP-Seq, have identified a similar group of genes that regulates neuronal functions; however, substantial differences can be found depending on the method and technical principles that they rely on. tChIP-Seq efficiently detected H3K4me3 modifications in the promoters of genes whose transcripts are known to be exported from the cell body to dendritic synapses or axons reviewed in^6,38^, whereas FACS-sorted RNA-Seq and TRAP-Seq in neurons underrepresented the transcripts of these genes^8,36^. We were currently unaware of the molecular basis for this discrepancy, but it might be caused by the different technologies that are used in each study. For example, the loss of dendrites/axons during sample preparation (especially FACS sorting) may lead to a biased isolation of transcripts near the cell body. Alternatively, poly(A)-selection during library preparation, which was conducted in the two RNA-Seq methods, may fail to capture transcripts with shorter poly(A)-tails, which is typical characteristic of dendrite/axon-localized mRNAs^47^. In addition, the differences might reflect the biological outcome of post-transcriptional regulation: a subset of mRNAs may be actively transcribed but rapidly degraded and are not represented in the mRNA profiles. It should also be noted that certain synaptic mRNAs are packaged into ribosome-inaccessible compartments called neuronal granules during transportation^48^ and are therefore underrepresented in ribosome-based analyses. Lastly, it should be stressed that the H3K4me3 modification is not a definitive marker for active transcription, and bivalent modifications of H3K4me3 and H3K27me3 have been proposed to coordinate the expression of developmentally regulated genes to enable tight gene expression regulation in ES cells^49^. Therefore, it is possible that certain fractions of tChIP-identified promoters with H3K4me3 modifications are not active and downstream genes are not transcribed into RNAs. Whatever the case, further analyses are warranted to explore these possibilities. In addition to coding mRNAs, ncRNAs can be surveyed by our tChIP-Seq approach. This feature is highly advantageous over TRAP-Seq^7,8^, which is unable to capture miRNA precursors and long non-coding RNA in principle, such as *Miat/Gomafu*, which are predominantly localized to the nucleus and do not associate with ribosomes.

While we observed a relatively unbiased H2B-FLAG distribution over the entire genome, ChIP-Seq analyses of FLAG-purified chromatin revealed that H2B-FLAG is specifically enriched or depleted from particular genomic regions. As previously reported for H3, H2B-FLAG is not observed in the mitochondrial genome, and it is less enriched at the upstream of transcription start sites, both of which are regions that are known to be nucleosome-free^27^. Consequently, tChIP-Seq analyses are not applicable to analyses of these specific regions, which may be one of the major technical drawbacks of this approach. Recent proteomic analyses revealed that different cell types express distinct sets of histone H2B variants, which are deposited on specific genomic regions, under specific conditions^50,51^. The use of FLAG-tagged histone H4, which consists of only one type of molecule, would be a good alternative for the preparation of the input samples for tChIP to avoid these biases.

Another technical limitation of tChIP-Seq in further applications is its sensitivity. Unlike mRNAs, which are usually present in multiple copies, only 2 copies of genomic DNA are present in cells, making it challenging to perform ChIP experiments at a small scale. Our model experiments using cultured cells estimated that at least 10% of the entire cell population should consist of the target cell type to obtain enough signal against background noise from non-target cell types (Supplemental Figure S1). Thus, tChIP-Seq is currently limited to the analyses of non-rare cell types in tissues that are available in relatively large amounts. More detailed optimization of the purification of cell type-specific chromatin is warranted for the analyses of smaller populations of target cells in the future. Further improvement of the signal-to-noise ratio and efforts to use a small amount of initial materials (as in earlier studies^52–54^) will be demanding tasks to extend our tChIP-Seq approach to a wider variety of cell types.

Taken together, the dataset obtained with our tChIP-Seq approach will be a versatile resource for lists of neuron-specific promoters. The profiling of multiple modalities of epigenetic modifications in particular cell types should further expand our understanding of the molecular basis that produces the functional diversity of cells in the tissues of living animals.

## Methods

### Generation of Rosa26 (FLAG-H2B) mice

An expression cassette that drives FLAG-tagged H2B under the control of the CAG promoter was knocked-in into the Rosa26 locus as previously described^22,25^. Briefly, H2B-FLAG was cloned into pENTR2B (Invitrogen) and subsequently cloned into pROSA26-STOP-DEST through the Gateway system to generate the targeting vector. TT2 ES cells were transfected with a targeting vector linearized by SalI digestion and checked for homologous recombination using PCR and Southern blot. Chimera mice were generated using the ES cells to obtain +/*Rosa26*^*flox CAG-H2B-FLAG*^, which were used for further studies. To induce the expression of H2B-FLAG expression in cortical neurons, +/*Rosa26*^*flox CAG-H2B-FLAG*^ were crossed with *CaMK*^*CreERT2*^/+ to obtain double-heterozygotes that carry both of the transgenes. Tamoxifen (#T5648, Sigma-Aldrich) was diluted in sunflower oil at a concentration of 10 mg/ml, and double-heterozygous male mice at the age of 8 weeks were treated with 5 contiguous intraperitoneal injections of tamoxifen (1 mg/day) for 5 days. A month later, the animals were sacrificed for sample preparation. Mice that ubiquitously express H2B-FLAG were prepared by crossing +/*Rosa26*^*flox CAG-H2B-FLAG*^ (R26R (H2B-FLAG, Accession No. CDB1193K)) with Vasa-Cre^24^, and siblings that underwent Cre-mediated recombination (*Rosa26*^*CAG-H2B-FLAG*^) were maintained as heterozygotes. Genotyping PCR analyses were performed using Quick Taq HS DyeMix (#DTM-101, TOYOBO, Japan) and the following PCR conditions: pre-denaturation at 94 °C for 2 minutes and 30 cycles of denaturation at 94 °C for 30 seconds, annealing at 57 °C for 30 seconds, and extension at 68 °C for 30 seconds.

NeO_FW: AACCCCAGATGACTACCTATCCTCC

NeO_RV: GCGTGCTGAGCCAGACCTCCATCG

FLAG_FW: CATTACAACAAGCGCTCGAC

FLAG_RV: TAGAAGGCACAGTCGAGG

All methods were carried out in accordance with relevant guidelines and regulations. All experimental protocols were approved by the safety division of RIKEN (H27-EP071).

### Immunohistochemistry

Dissected brains were embedded in Tissue-Tek (Sakura, Japan) and freshly frozen in dry-ice ethanol. Cryo-sections at a thickness of 10 µm were collected on PLL-coated slide glasses, fixed in 4% PFA for 10 minutes at a room temperature, and permeabilized in 100% MetOH at −20 °C for 5 minutes. After rehydration in PBS, the sections were incubated with anti-FLAG primary antibody (#F1804, Sigma-Aldrich) and were subsequently incubated with anti-mouse Cy3-conjugated secondary antibodies (Millipore, AP124C). Fluorescent images were obtained using an epifluorescence microscope (BX51, Olympus) equipped with a CCD camera (DP70).

### *In situ* hybridization

Detailed protocols for the preparation of DIG-labeled RNA probes and *in situ* hybridization are described elsewhere^55^. The following primers were used for preparation of the DNA templates for RNA probes. The reverse primers contain T7 promoter sequences for *in vitro* transcription to prepare DIG-labeled probes.

Golga7b_FW: CTCCCATGAGGCTGATCTGAGTC

Golga7b_RV: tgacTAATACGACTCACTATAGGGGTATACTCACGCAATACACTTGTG

Fam43b_FW: GGCCTTTCCAGGACCCAAGTGAGC

Fam43b_RV: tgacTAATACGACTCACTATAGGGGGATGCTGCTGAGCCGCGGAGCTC

Fam135b_FW: GCCTCCATAATATCTGATTCAGGC

Fam135b_RV: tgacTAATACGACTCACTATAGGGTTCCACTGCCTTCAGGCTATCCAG

### Tandem chromatin immunoprecipitation

The cerebral cortexes of adult brains were manually cut into small pieces (maximum size was a 5 mm^3^ cube) and quickly frozen in liquid nitrogen. Frozen tissue pieces from 2 animals were placed in eight 2-ml Eppendorf tubes, with a metal bullet (#SK-100-D5, TOKKEN, Japan) in each tube; all of these components were pre-chilled at −80 °C. The tubes containing the bullet were placed in a holder (#SK-100, TOKKEN) that was placed in liquid nitrogen for 30 seconds just before use, and the tissues were powderized with vigorous shaking for 30 seconds with 60 strokes. After placement in a −20 °C freezer for 15 minutes, 1.8 ml of 1% formaldehyde (28906, Pierce 16% formaldehyde (w/v), methanol-free) in PBS was added to each of the eight tubes, and the cells were fixed for 10 minutes at 23 °C with gentle rotation. One hundred µl of 2.5 M glycine was added to each tube to stop the fixative reaction. After centrifugation at 3,000 g for 5 minutes at 4 °C, the pellets were washed twice with PBS, combined into 2 tubes, and suspended in 1.3 ml/tube of lysis buffer 1 [50 mM Hepes-KOH (pH = 7.5), 140 mM NaCl, 1 mM EDTA (pH = 8.0), 10% glycerol, 0.5% NP-40, 0.25% Triton X-100, 1 × protease inhibitor cocktail (PI: #25955-24, Nacalai, Japan)]. After incubation for 10 minutes at 4 °C with gentle rotation, the cells were pelleted with centrifugation at 3,000 g for 5 minutes at 4 °C and re-suspended in 1 ml/tube of lysis buffer 2 [10 mM Tris-Cl (pH = 8.0), 200 mM NaCl, 1 mM EDTA (pH = 8.0), 0.5 mM EGTA (pH = 8.0), and 1 × PI] by vortexing. The cells were further incubated for 10 minutes at 4 °C with gentle rotation, pelleted with centrifugation at 3,000 g for 5 minutes at 4 °C, and re-suspended in 800 µl/tube of RIPA buffer (#89900, Thermo Fisher Scientific). After centrifugation at 3,000 g for 5 minutes at 4 °C, the cells were washed again with 500 µl/tube of RIPA buffer, re-suspended in 1 ml/tube of RIPA containing 10 × PI, and transferred into two 1-ml tubes (#520130, Covaris). Chromatin was fragmented using a focused-ultrasonicator (S220, Covaris) with the following conditions: temperature 4 °C; peak incident power = 175 Watts; duty cycle = 10%; cycle/burst = 200; time = 2,400 seconds). The chromatin lysates from the 2 tubes were mixed and stored at −80 °C for subsequent immunoprecipitation analyses. The concentration of DNA in the prepared chromatin lysate was approximately 50 ng/µl, and lysates containing 100 µg of DNA were used for subsequent immunoprecipitation.

For M2-conjugated bead preparation, 200 µl of anti-mouse IgG magnetic beads (#11201D, Invitrogen) were washed with PBS and suspended in 1 ml PBS and incubated with 20 µg monoclonal anti-FLAG antibody M2 (#F1804, Sigma-Aldrich) for 6 hours at 4 °C with gentle rotation. For anti-H3K4me3 monoclonal antibody (#301-34811, Wako, Japan)-conjugated bead preparation, 40 µl of beads were used to conjugate 4 µg of the antibody. The conjugates were washed twice with PBS and suspended in 200 µl of RIPA.

For purification of the chromatin containing FLAG-tagged H2B, 1 ml of chromatin lysates was first incubated with 20 µl of the M2-conjugated beads for 6 hours at 4 °C in the presence of 1 × Denhardt’s solution and 1 × blocking reagents (#11096176001, Sigma-Aldrich). The addition of the two blocking substances was essential to reduce background noise and increase the efficiency of immunoprecipitation. The beads were washed 6 times with RIPA buffer and incubated with 200 µl of ChIP elution buffer [10 mM Tris (pH = 8.0), 300 mM NaCl, 5 mM EDTA (pH = 8.0), 1% SDS] for 15 minutes at room temperature. The eluted chromatin fractions were diluted with 2 ml of RIPA buffer and further incubated with anti-H3K4me3-conjugated beads overnight at 4 °C in the presence of Denhardt’s solution and blocking reagents. The beads were washed 6 times with RIPA buffer and eluted with 200 µl of ChIP elution buffer for 15 minutes at room temperature.

For the isolation of DNA from the chromatin eluent, the solutions were incubated overnight at 65 °C and sequentially treated with 50 µg/ml RNaseA (#30141-14, Nacalai, Japan) and 0.5 mg/ml Proteinase K (#3115887001, Sigma-Aldrich) at 37 °C for 30 minutes and 60 minutes, respectively. After the addition of 20 µg of glycogen (#AM9510, Thermo Fisher Scientific), DNA was purified through phenol-chloroform extraction followed by ethanol precipitation. For the isolation of DNA from the first input solution, 20 µl of the cell lysate was diluted with 180 µl of ChIP elution buffer, de-cross-linked at 65 °C, and extracted through phenol-chloroform treatment followed by ethanol precipitation. The concentration of the recovered DNA was measured using Qubit (Thermo Fisher Scientific) following the manufacturer’s instructions.

### Western blot

The cerebral cortex lysate was prepared by the sonication within Laemmli sample buffer. Anti-FLAG (#F1804, Sigma-Aldrich) (1:1000), anti-β-actin (926-42210, LI-COR) (1:1000) and anti-H2B (#ab1790, Abcam) (1:1000) were used as primary antibodies, and IRDye 800CW anti-mouse IgG (926-32210, LI-COR) and IRDye 800CW anti-rabbit IgG (926-32211, LI-COR) were used as secondary antibodies (1:10000). Fluorescent images were captured by Odyssey CLx (LI-COR).

### qPCR analyses

We constructed pCDNA5/FRT/TO-H2B-FLAG by inserting a DNA fragment containing H2B-FLAG isolated by BamHI/SalI digestion from pENTR2B-H2B-FLAG (described above) into pCDNA5/FRT/TO (Invitrogen) via BamHI/XhoI sites. The integration of H2B-FLAG into T-Rex-293 (Thermo Fisher Scientific) was performed by the co-transfection of pCDNA5/FRT/TO-H2B-FLAG and pOG44 (Invitrogen) via Hygromycin B-selection according to manufacturer’s instructions. The clonal cell line was isolated by limiting dilution, and it was grown with tetracycline to induce H2B-FLAG. Cell lysate from the integrated cells and mouse NIH3T3 cells were prepared as described above and then mixed at the ratio shown in the figure legend (Supplemental Fig. 1). DNA was purified with immunoprecipitation by anti-FLAG antibody as described above. qPCR was performed using SYBR Premix Ex Taq (TAKARA, Japan) and Thermal Cycler Dice TP870 (TAKARA) according to the manufacturer’s protocol. The qPCR calculation for each target loci was performed by the absolute method, referring to a standard curve generated using one of the input DNA samples. The qPCR value was normalized to the value corresponding to the input DNA. The following primer sets were used.

Human *GAPDH*:

5′-CCACATCGCTCAGACACCAT-3′ and 5′-AGCCACCCGCGAACTCA-3′

Mouse *Gapdh*:

5′-GCCTACGCAGGTCTTGCTGAC-3′ and 5′-CGAGCGCTGACCTTGAGGTC-3′

Human *CD19*:

5′-GGCCTGGGAATCCACATG-3′ and 5′-CGGCTGGCACAGGTAGAAG-3′

Mouse *Cd19*:

5′-CACGTTCACTGTCCAGGCAG-3′ and 5′-AGTGATTGTCAATGTCTCAG-3′

### Library construction and deep sequencing

Library preparation was performed as previously described^56^ with modifications. Input DNA and ChIP DNA were selected for the size range of 100-500 bp using AMPure XP beads (Beckman Coulter, A63881). Libraries were prepared from 20 ng of input DNA, 2 ng of H3K4me3 ChIP DNA, 20 ng of M2 ChIP DNA, and 2 ng of M2/H3K4ME3 ChIP DNA using a KAPA LTP Library Preparation Kit (KAPA Biosystems) with TruSeq index adaptors. The amount of PEG/NaCl solution used for reaction clean-ups was 1.8 × up to the adaptor ligation step and 2 × after the adaptor ligation step. The size selection of DNA was carried out after the end repair reaction by AMPure XP beads. To confirm the quality and quantity of the prepared libraries, their concentration and size distribution were analyzed with a Qubit dsDNA HS Assay kit and an Agilent High Sensitivity DNA kit. Library qPCR was also carried out to calculate the enrichment folds at positive and negative control regions using equal amounts of input and ChIP library DNA as templates in the reaction. EV were calculated as the ratio of quantified concentrations of “ChIP libraries” and “input libraries”. ChIP-Seq libraries were subjected to on-board cluster generation using HiSeq SR Rapid Cluster Kit v2 (Illumina) and sequenced on the Rapid Run Mode of an Illumina HiSeq1500 (Illumina) to obtain single-end 80 nt reads. Base calling was performed with RTA ver1.18.64, and the fastq files were generated with bcl2fastq ver1.8.4 (Illumina).

### Bioinformatic analysis

#### Initial read processing

Reads were filtered by their quality and trimmed when an adapter sequence occurred (FASTX Toolkit, version 0.0.14, Hannon lab, http://hannonlab.cshl.edu/fastx_toolkit/commandline.html).

#### ChIP-Seq

After depletion of the reads mapped to Repeat Masker sequences from the UCSC genome browser (Bowtie2, version 2.1.0), the remaining reads were mapped to the mouse genome (mm9) (Bowtie, version 1.0.0)^57,58^, and then the duplicated reads were suppressed by samtools v1.2 rmdup^59^. Read annotation (Fig. 2B) was performed by CEAS (version 1.0.2, Liu Lab, http://liulab.dfci.harvard.edu/CEAS/index.html). Reproducible peaks called by MACS (version 1.4.2)^60^ in triplicate experiments were used for downstream analysis. Reads mapped to the peaks were counted (bedtools, version 2.17.0)^61^. Their differential enrichments and depletions were analyzed by the DESeq package^62^ in R. Significantly altered peaks were defined by an FDR less than 0.01. GO analysis was performed by iPAGE (https://tavazoielab.c2b2.columbia.edu/iPAGE/)^63^.

#### RNA-Seq/TRAP-Seq/Ribosome profiling

Data were processed as previously described^8,36,64^. The A-site position along the ribosome footprints was empirically assigned as 15 nt for 25-31 nt footprints.

Code is available upon request.

### Data availability

The sequencing data obtained in this study were deposited in NCBI GEO [GSE100628].

## Electronic supplementary material

Supplemental materials

Supplemental table T1

# Supplementary material for: Cell Type-Specific Survey of Epigenetic Modifications by Tandem Chromatin Immunoprecipitation Sequencing
**Source:** Sci Rep. 2018 Jan 18;8:1143. doi: 10.1038/s41598-018-19494-9
**Supplement:** Supplementary file 1 — Supplemental materials

# **Cell Type-Specific Survey of Epigenetic Modifications by Tandem Chromatin Immunoprecipitation Sequencing**

Mari Mito, Mitsutaka Kadota, Kaori Tanaka, Yasuhide Furuta , Kuniya Abe , Shintaro Iwasaki, and Shinichi Nakagawa

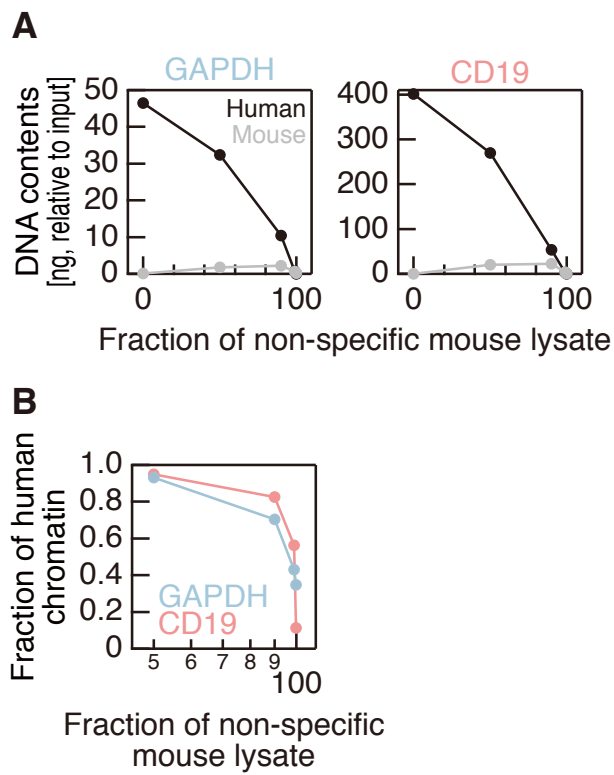

**A**

*Rosa*<sup>H2B-FLAG</sup>: constitutive

Replicate1 Replicate2 Replicate3

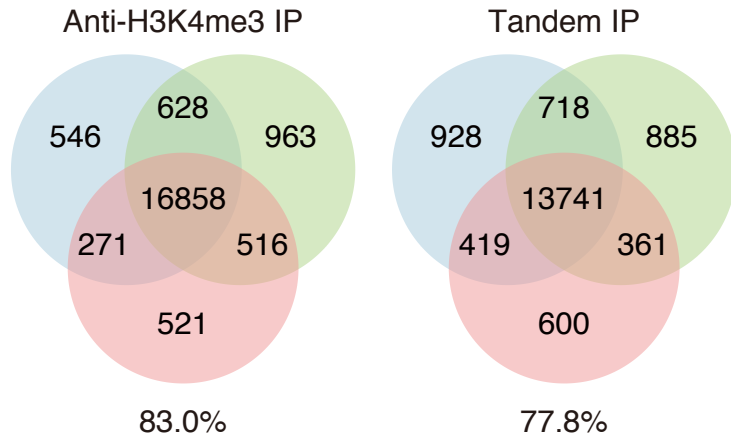

**B**

*Camk2a*<sup>H2B-FLAG</sup>: neuron-specific

Replicate1 Replicate2 Replicate3

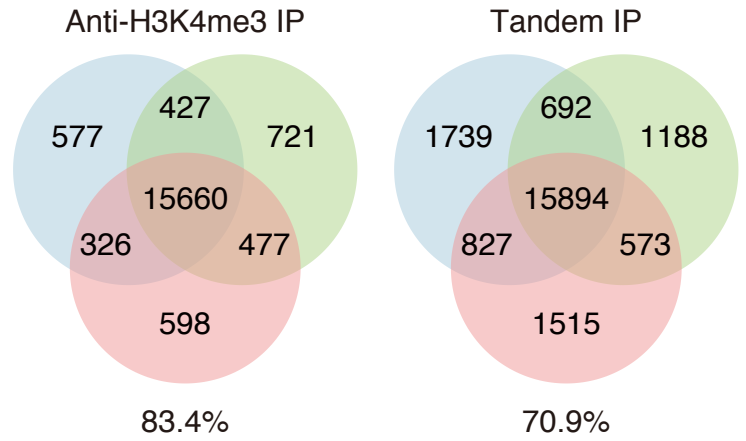

**C**

*Rosa*<sup>H2B-FLAG</sup>

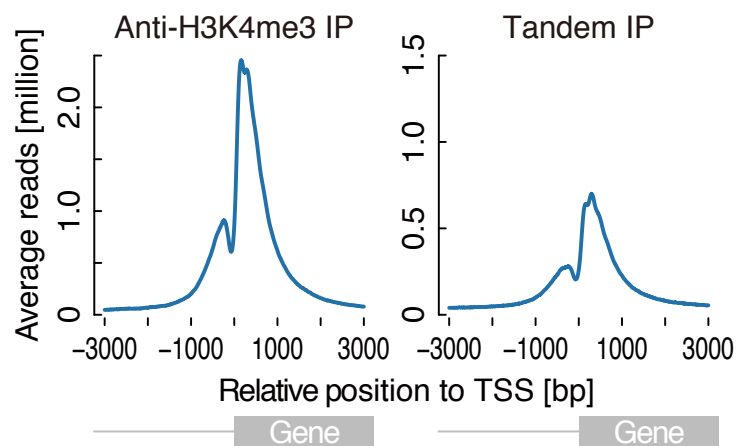

**D**

*Camk2a*<sup>H2B-FLAG</sup>

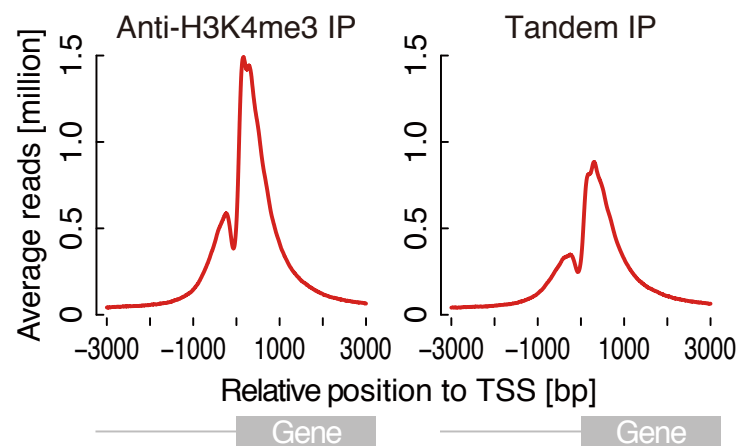

**E**

*Rosa*<sup>H2B-FLAG</sup>

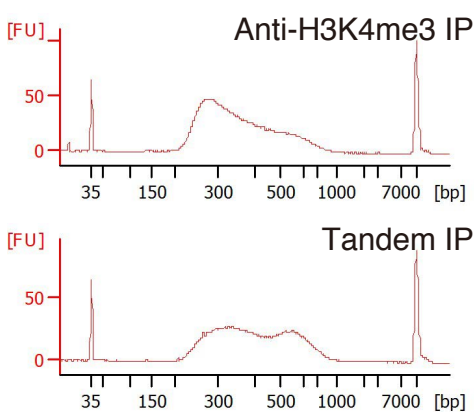

**F**

*Camk2a*<sup>H2B-FLAG</sup>

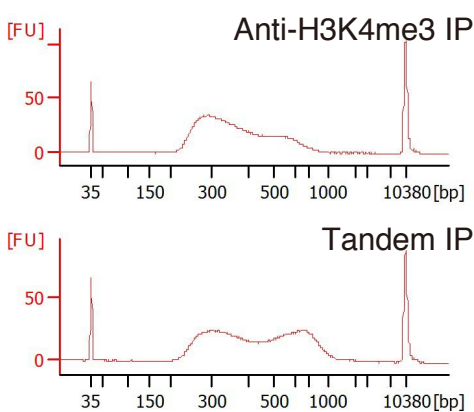

*Rosa*<sup>H2B-FLAG</sup>: constitutive

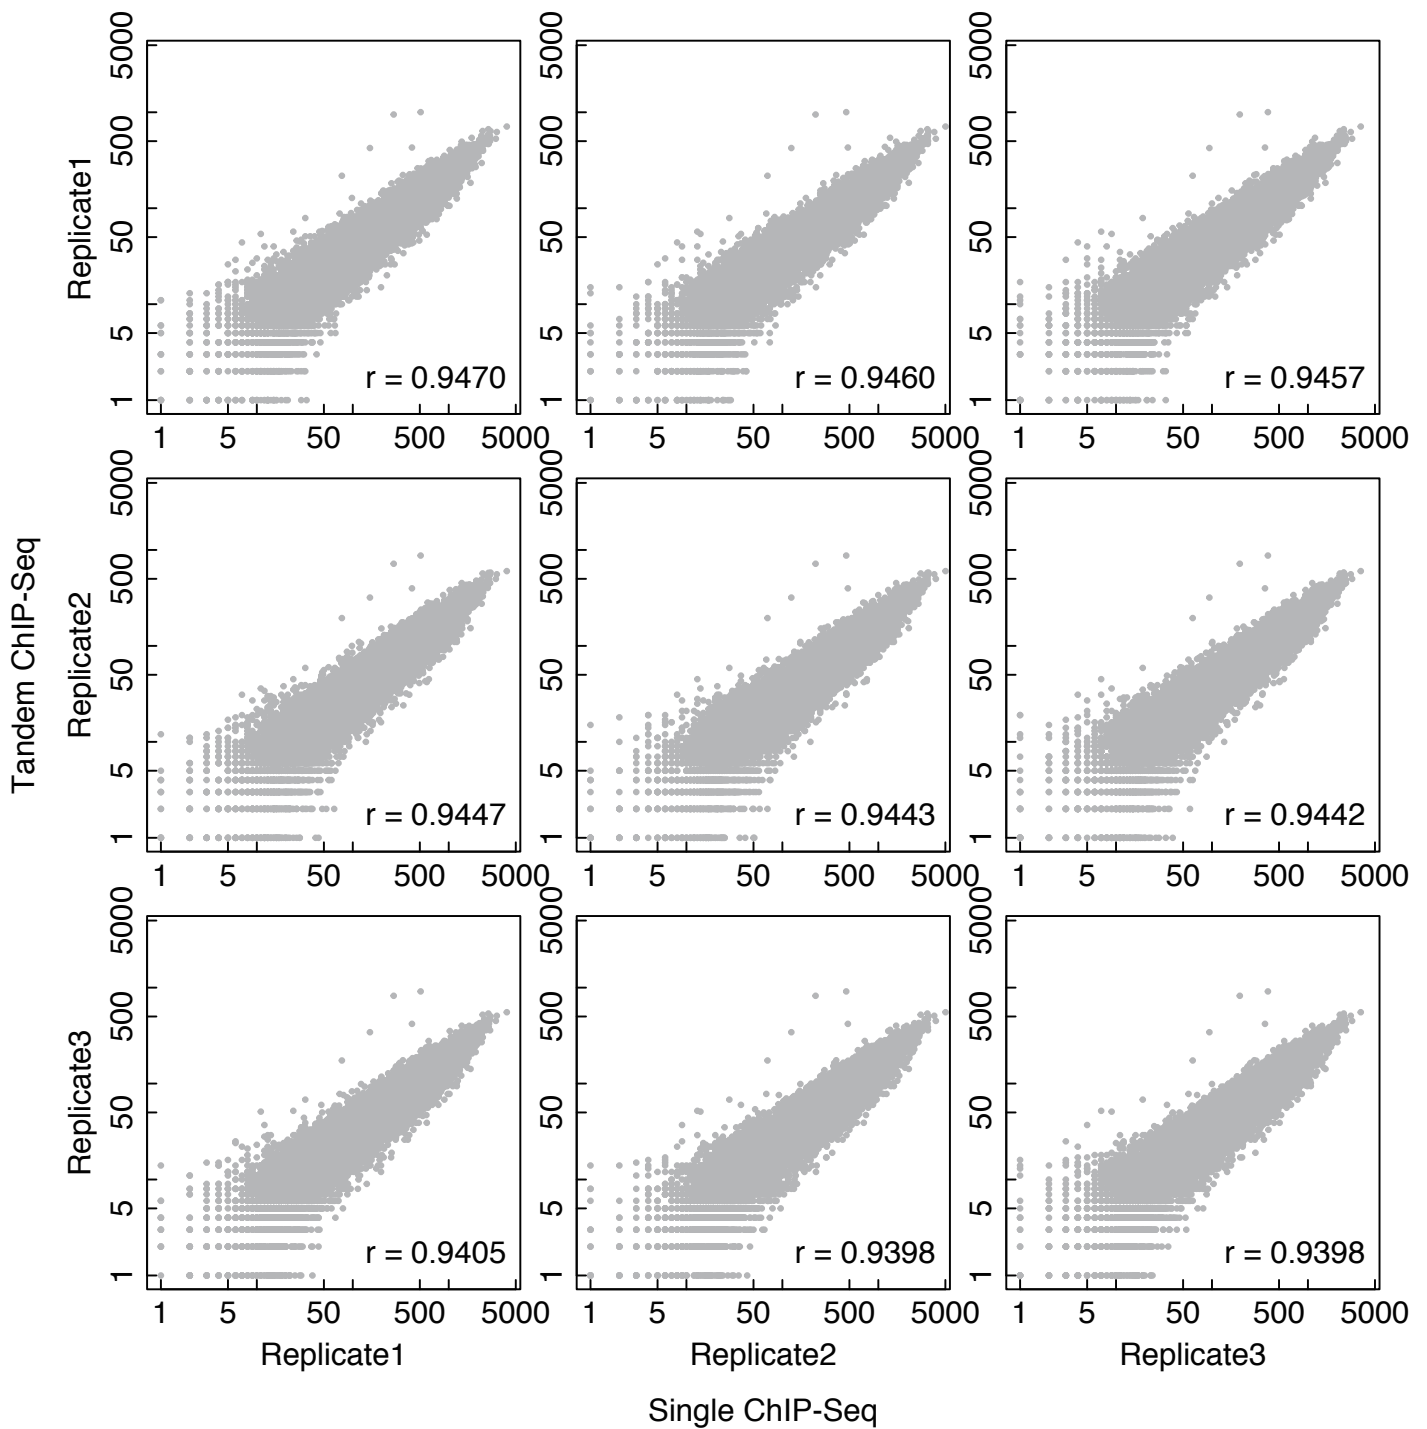

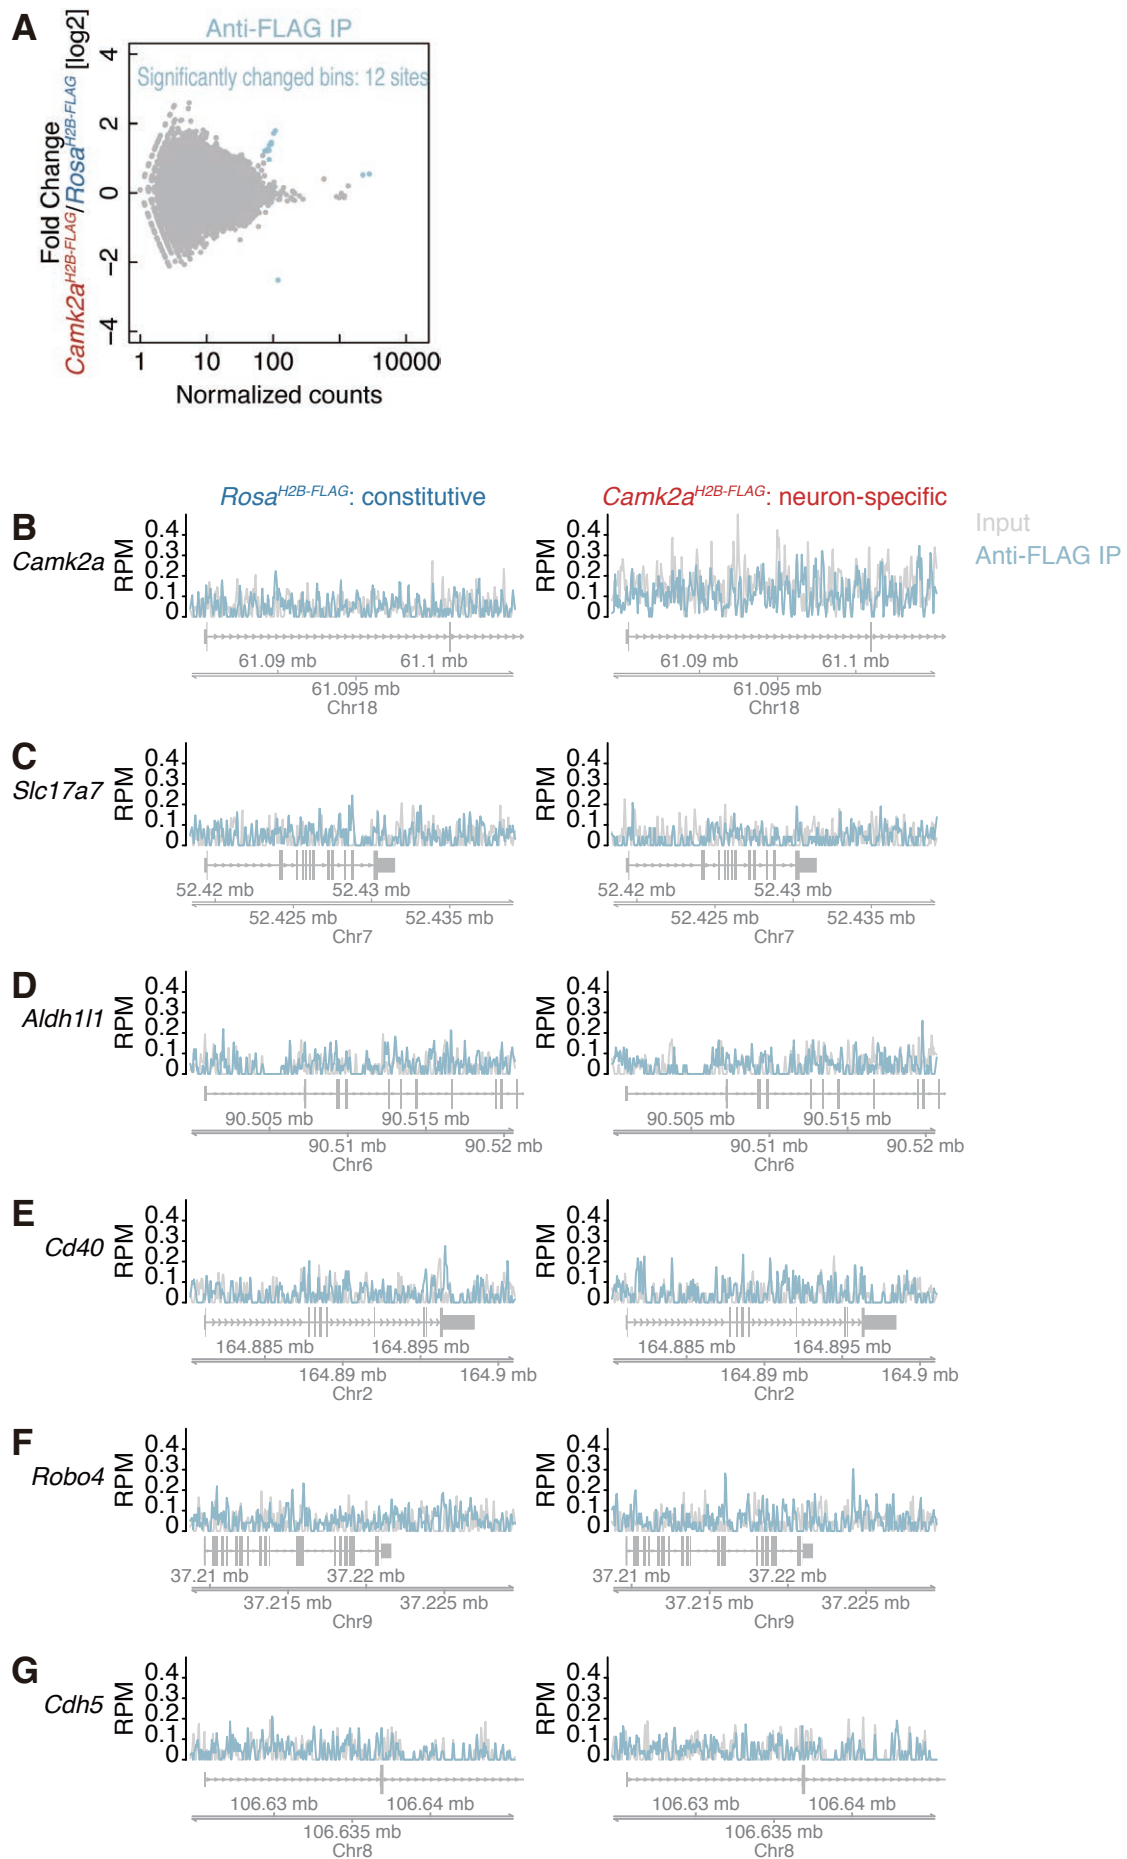

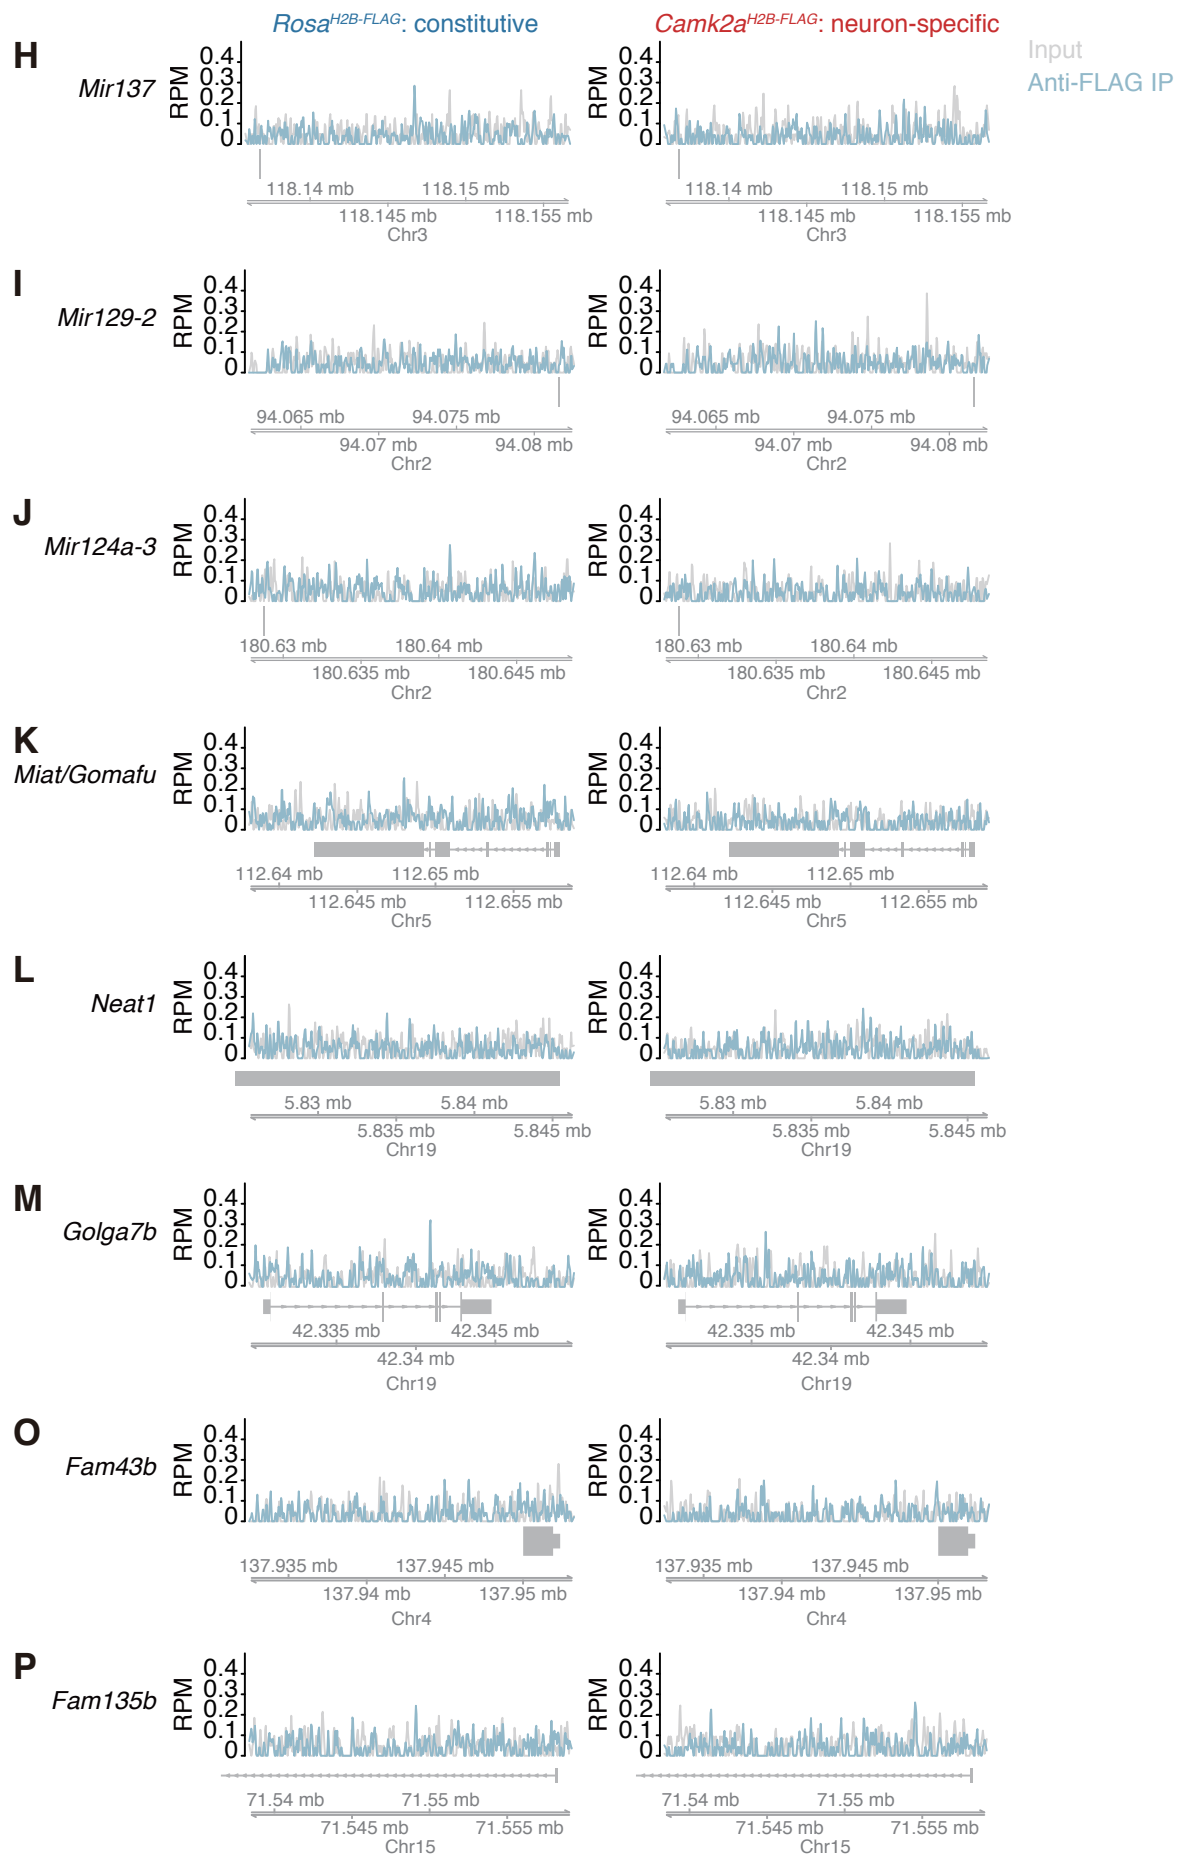

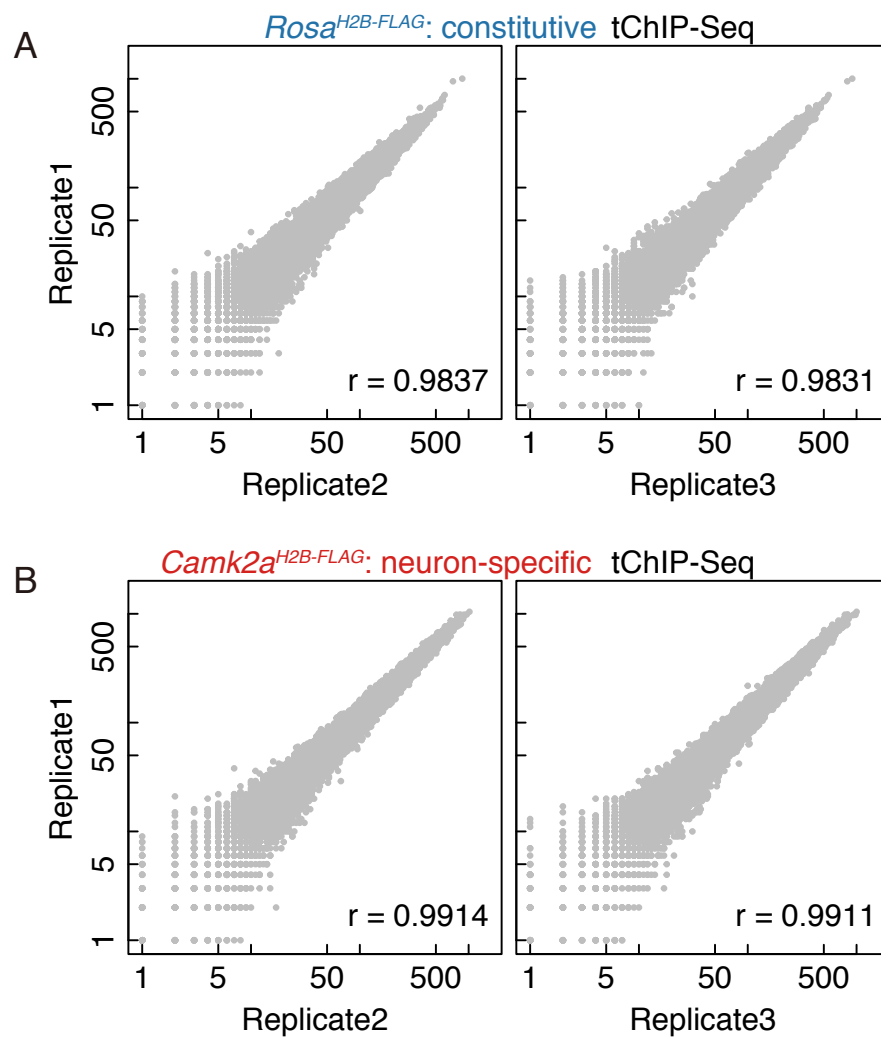

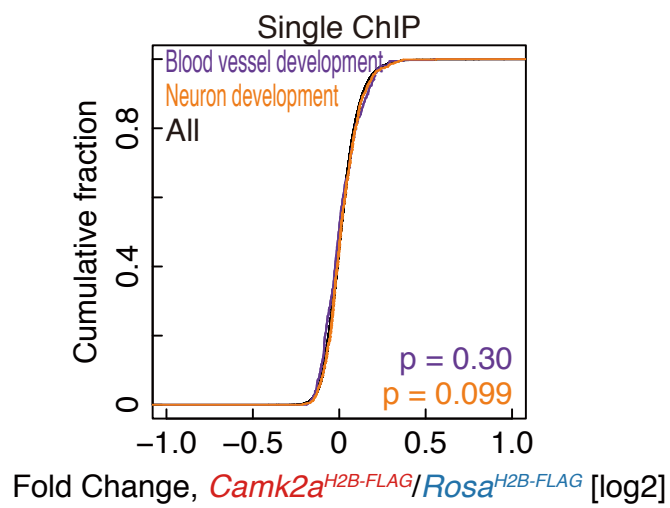

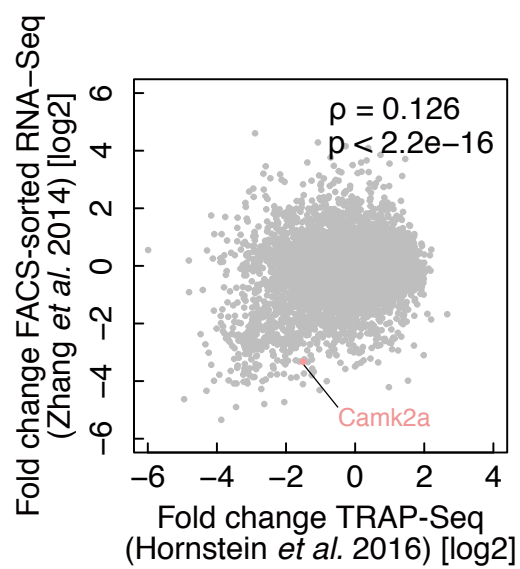

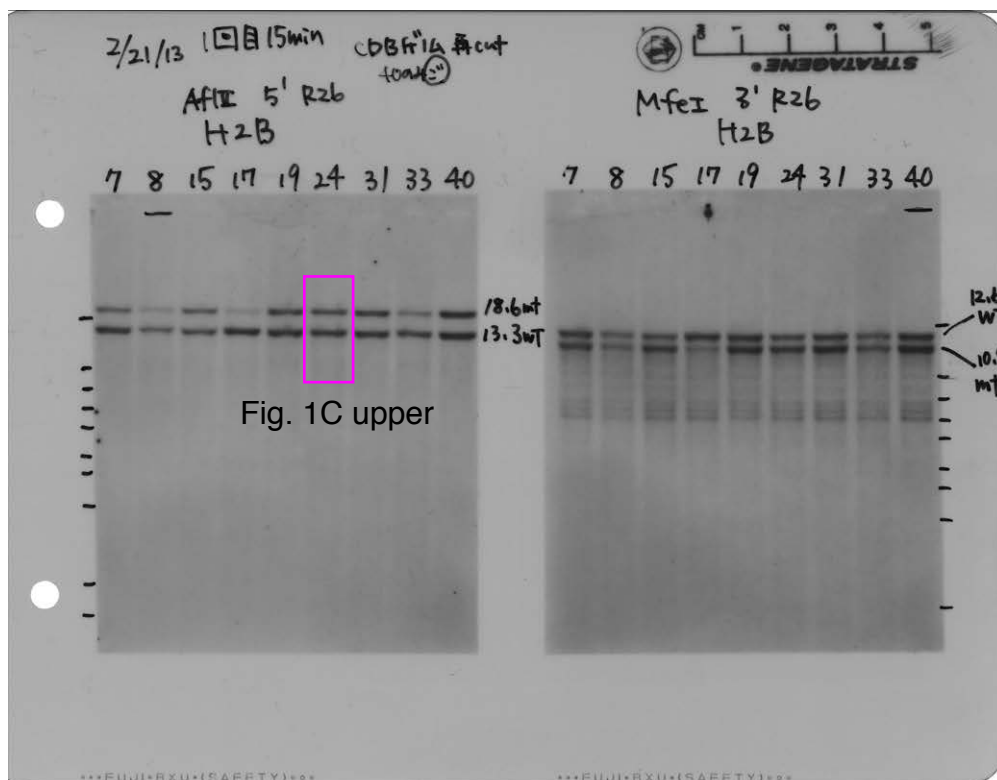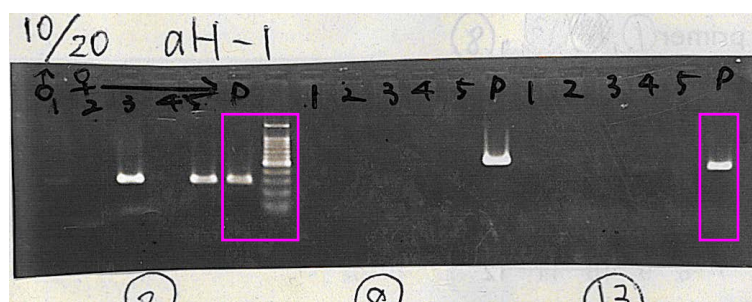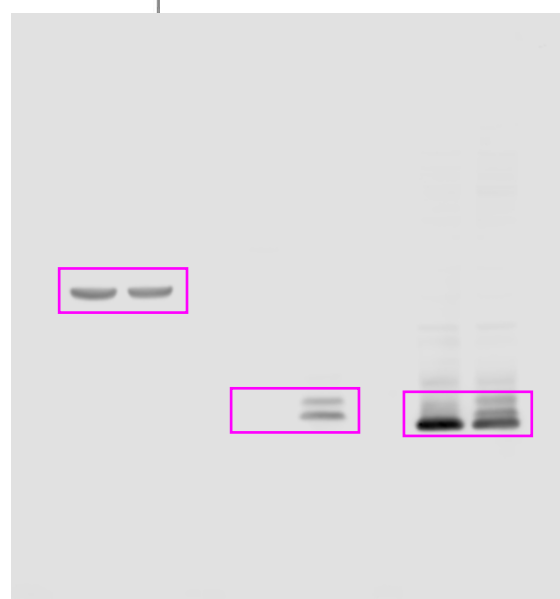

Fig. 1E

## Supplemental figure legends

### Supplemental figure S1. Limitation of target cell population for tChIP-Seq analysis.

(A and B) DNA bound to H2B-FLAG quantified by *GAPDH* and *CD19* qPCR. Lysate of HEK293 cells expressing H2B-FLAG and that of non-specific NIH3T3 cells were mixed at different ratios prior to FLAG purification.

(B) Ratio between specific human fraction and contaminated mouse fraction was shown.

### Supplemental figure S2. Characterization of peaks called in tChIP-Seqs from *Rosa<sup>H2B-FLAG</sup>* and *Camk2a<sup>H2B-FLAG</sup>*.

(A-B) Overlap of peaks called in triplicates of H3K4me3 single and tandem ChIP-Seqs.

(C-D) Enrichments of reads along the transcription start site (shown at 0 on the x-axis). TSS: transcription start site.

(E) Library sizes for single and tandem of ChIP-Seqs. H2B-FLAG purification tends to isolate a population of longer DNA fragments.

### Supplemental figure S3. Correlations of reads mapped to H3K4me3 peaks in single and tChIP-Seqs from *Rosa<sup>H2B-FLAG</sup>*

r is Pearson's correlation coefficient.

### Supplemental figure S4. Unbiased access to cell-type specific chromatin.

(A) MA-plot of the mean reads in every 10-kbp bin along the entire genome versus their differential changes in anti-FLAG IP between *Rosa<sup>H2B-FLAG</sup>* and *Camk2a<sup>H2B-FLAG</sup>*. Significantly changed bins (FDR < 0.01) are highlighted in light blue.

(B-P) Distribution of reads of input and anti-FLAG IP obtained from *Rosa<sup>H2B-FLAG</sup>* and *Camk2a<sup>H2B-FLAG</sup>* mice along genes analyzed in this study. RPM: reads per million.

### Supplemental figure S5. Correlations of reads mapped to H3K4me3 peaks in tChIP-Seqs from *Rosa<sup>H2B-FLAG</sup>* (A) and *Camk2a<sup>H2B-FLAG</sup>* (B).

r is Pearson's correlation coefficient.

### Supplemental figure S6. Differential changes observed between single tChIP-Seqs from *Rosa<sup>H2B-FLAG</sup>* and *Camk2a<sup>H2B-FLAG</sup>*.

Same as Fig. 3E, but for single H3K4me3 ChIP-Seq.

**Supplemental figure S7. Comparison of previously reported methods for neuron-specific gene expression.**

Correlation of TRAP-seq enrichment and FACS-sorted RNA-Seq.  $\rho$  : Spearman's rank correlation. P value is calculated by Student's t test. Camk2a is indicated in pink color.

**Supplemental figure S8. Original gel/blot images for figure 1.**

**Supplemental table T1. The list of neuronal promoters identified by tChIP-Seq.**

Each locus of the H3K4me3 peaks is listed with genomic position, distance to transcription start site (TSS), reads fold change in tChIP-Seq *Camk2a*<sup>H2B-FLAG</sup> compared to that of *Rosa*<sup>H2B-FLAG</sup>, q value, assigned gene name, gene description, Ensembl id, and RefSeq IDs.

How the deposited data were processed for this re-analysis (not part of the article)

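H3K4me3 was measured by single ChIP-Seq and by tChIP-Seq in the cerebral cortex of *Rosa* H2B-FLAG and *Camk2a* H2B-FLAG mice. This gave 4 groups of 3 libraries, each from a lysate of 2 animals. Whether the 3 libraries of a group came from separate lysates is not stated. The series also holds 12 input and FLAG libraries, which were not analysed here, so conclusions about the FLAG purification were not examined. The authors trimmed the reads with FASTX Toolkit, removed reads mapping to repeats with Bowtie2, mapped the remainder to mm9 with Bowtie, removed duplicates with samtools, called peaks with MACS and counted reads per peak with bedtools. The deposited values are whole numbers and were taken as read counts per region, without normalization. All 12 libraries have counts on the same 17993 regions, and how this list was merged from separate peak calls is not given in the text of the paper. No region overlapped another, and 25 regions lay on names outside the reference chromosomes. These 25 were kept in the tests but left out of the comparison with genes.

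Total counts per library ranged from 1457261 to 8644574. The precision this gives was tested on simulated data with the observed depth and dispersion, in which 200 regions were changed by 1 or by 0.5 on the log2 scale. Of these, between 71% and 88% were recovered at 1 and between 28% and 72% at 0.5 in the 5 comparisons, and at most 4 unchanged regions were called in any comparison. Counts in single ChIP-Seq were also thinned binomially to the totals of the tChIP-Seq libraries.

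The comparisons were tChIP-Seq against single ChIP-Seq in each line, *Camk2a* H2B-FLAG against *Rosa* H2B-FLAG in each kind of ChIP-Seq, and the interaction of line and kind over all 12 libraries. Each comparison of 2 groups was fitted to its own 6 libraries in edgeR 4.0.16 under R 4.3.3, with TMM normalization, glmQLFit and glmQLFTest in their default form, and Benjamini-Hochberg adjustment over all regions. Regions with an adjusted p under 0.01 were called, which is the threshold the paper gives for its own test in the DESeq package. No filter on low counts and no covariate was used, since the paper states none. SEs of log2 fold changes were calculated as the size of the log2 fold change divided by the square root of the F statistic. CPM values were calculated with the TMM factors of the same fit. The test, the threshold, the comparisons and the alternatives were chosen before the data were examined, except where stated.

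The alternatives were the size factors of DESeq2, library totals alone, the Wald test of DESeq2 1.42.0, a minimum of 10 counts in every library, leaving out the 40% of regions with the lowest total count, thresholds of 0.05 and 0.001, all 12 libraries in a single fit, a replicate block, thinning, and leaving out each library in turn. For correlations of counts, Pearson's r was replaced by r of log2 counts with a pseudocount of 1, by Spearman's rho, or by r without the 1% of regions with the highest total count. Combinations of DESeq2 or of the newer quasi-likelihood method of edgeR with the 2 filters were added after the first counts had been seen. A stricter rule for overlapping peaks had been planned and was not run, because there is a single region list.

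Genes were taken from GENCODE release M1 on mm9, and a TSS was the 5′ end of an annotated transcript. The regions named were each gene or locus that the paper names for these libraries and, in each comparison, the 3 called regions with the largest log2 fold change in each direction whose 3 libraries of one group all lay above or below the 3 of the other. For the interaction, the form of the last condition was defined after the data were available. Regions within 500 kb of the *Camk2a* region and of *Ddx4* (Vasa), whose promoters drive Cre in the lines, were examined for copy number. Positions of genes listed in Supplemental Table 1 were read from it. The copy available has 1583 entries where the paper states 1584, so no overlap or enrichment against that table was calculated.

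Lists of 71 marker genes for excitatory neurons, inhibitory neurons, oligodendrocytes, astrocytes, microglia and endothelial cells were written from general knowledge, without genes named by the paper and with no gene on more than 1 list. For each list, the median log2 fold change was compared with 10000 random lists matched in width and count, and camera and fry of limma 3.58.1 were used as set tests. Other values were calculated with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures were drawn with matplotlib 3.10.9, and near-identical sequences were searched with minimap2 and blastn 2.17.0. The GO analyses and the comparisons with FACS-sorted RNA-Seq and TRAP-Seq were left out, because the gene sets and RNA data behind them were not available.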

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

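The tests of background DNA, of near-identical sequences, of mitochondrial carry-over and of a bias between the lines that does not follow cell type, and the deciding value for *Ddx4*, were chosen only after the result was seen.

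In single ChIP-Seq, which the paper treats as a comparison of nearly identical brains, 2 neighbors of *Camk2a* differed between the mouse lines, at regions the paper does not discuss. The *Arsi* region had a log2 fold change of 1.94 (SE 0.145, adjusted p = 1.7e-26) and the *Slc6a7* region one of 0.70 (SE 0.0697, adjusted p = 2.79e-16), both higher in *Camk2a* H2B-FLAG mice. With the *Camk2a* region between them, at 0.52, they form a block of 103386 bp (chromosome 18, 61070973–61174358). The other 14 regions within 500 kb were not called, although 3 had an unadjusted p under 0.05, and their log2 fold changes ranged from -0.11 to 0.21. The nearest of them lie 61780 bp before and 30341 bp after the block. It had been predicted that additional copies of the *Camk2a* locus in the Cre driver line would raise the *Camk2a* region together with its direct neighbors in single ChIP-Seq, and the 0.52 at *Camk2a* with its neighbors is consistent with this. The 3 increases are unequal, so additional copies with the same H3K4me3 level at each promoter as on the endogenous locus may not be the whole explanation. A local difference in H3K4me3, and differences between the lines in genetic background, tamoxifen treatment or age, stay open as untested. Part of the tChIP-Seq difference at *Camk2a* may have the same source, and the interaction of 1.74 is what remains after the single ChIP-Seq difference is subtracted, most of it from a lower value in tChIP-Seq than in single ChIP-Seq of *Rosa* H2B-FLAG mice, by -1.29 on the log2 scale.

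In single ChIP-Seq, 167 regions were higher and 219 lower in *Camk2a* H2B-FLAG than in *Rosa* H2B-FLAG mice, and the paper does not list regions called in this comparison. The higher ones include *Camk2a*, *Sfi1* and the unassigned region on chromosome 15, which the paper names or draws for other comparisons. Of the 10 splits of these 6 libraries into groups of 3, 1 gave as many called regions, the real one, and the highest number in another split was 0. A share below 1 of 10 is not reachable with 3 libraries against 3, so the share alone does not exclude chance, although no other split gave a called region. A difference in sex was argued against by the 3 regions on chromosome Y. These had at least 18 counts in every library and a median log2 fold change of -0.07. The 589 regions on chromosome X had a median of 0.02. That median does not decide this, because how H3K4me3 there depends on sex was not measured. Copies of *Ddx4* together with its neighbors, in the Cre line used for *Rosa* H2B-FLAG mice, were argued against. Such copies would lower regions near *Ddx4* only, so they could not account for lower regions elsewhere in any case. Of the 13 regions within 500 kb of it, 0 were called and 3 had an unadjusted p under 0.05. The lowest log2 fold change was -0.13 (SE 0.0503) and the highest 0.70. No region lies in *Ddx4* itself, so copies that do not reach its neighbors would not be seen. The region nearest to the gene (chromosome 13, 113450240–113451898) had -0.03 (SE 0.0712). Near-identical sequence elsewhere in mm9 was found for 11 of 160 higher regions (6.88%) and 10 of 218 lower regions (4.59%). Among uncalled regions matched in width to the higher ones, it was found for 38 of 628 (6.05%, Fisher's exact p = 0.714 and 0.499, two-sided). These low shares argue against shared reads as the whole explanation, although the uncalled regions were not matched in width to the lower ones.

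For the higher regions, a larger share of background DNA in the *Camk2a* H2B-FLAG single ChIP-Seq libraries is consistent with the values. Regions without a TSS had a median log2 fold change 0.17 above that of regions with a TSS, and the difference lay between 0.13 and 0.17 in each of the 9 pairs of libraries. On the autosomes and chromosomes X and Y, 44.4% of 160 higher regions had no TSS, against 25.4% of all 17966 regions and 3.21% of 218 lower regions. The difference was 0.04 without the 40% of regions with the lowest total count. What lowered the 219 regions stays open, and so do the untested differences in genetic background, treatment and age. The counts also depended on single libraries and on the test. Without replicate 2 of *Camk2a* H2B-FLAG single ChIP-Seq they were 69 and 49.

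The effect of the mouse line differed between tChIP-Seq and single ChIP-Seq, with the interaction term positive in 2466 regions and negative in 2375. For 100 splits, of which 1 was the real one by design, the line labels were exchanged at random within each kind of ChIP-Seq. No other split gave as many called regions, and the highest number in another split was 4274 and the median was 0. A split can keep the real labels in tChIP-Seq, so these splits do not separate the interaction from the effect of the line in tChIP-Seq. In tChIP-Seq the SD of the fold changes was 0.7189, and lower depth was argued against as its cause, since thinning of single ChIP-Seq to the same totals gave 0.35. A bias of the FLAG step that is equal in both lines cancels in the interaction by its construction. A bias that differs between the lines and does not follow cell type is argued against as the whole explanation by marker genes. Between the lines in tChIP-Seq, the list of excitatory neurons was at percentile 99.99 of random lists matched in width and count, and those of endothelial cells, astrocytes and oligodendrocytes were at percentiles 0.74, 1.90 and 1.07. The list of inhibitory neurons, at percentile 27.8, and the single region of microglia, at percentile 64.3, lay inside the range of the random lists and add nothing to this. In single ChIP-Seq, the median log2 fold changes of the excitatory, endothelial and astrocyte lists were 0.04, 0.02 and 0.04 with no region called, while the oligodendrocyte list had -0.17, at percentile 0.00, with 3 of 9 regions lower, so part of its difference is also present without the FLAG step. Different cells carrying the tag, which is what the lines were made for, is a hypothesis that these values leave in place. A yield that differs between cell types and lines stays open as untested.

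The interaction was -2.67 (SE 0.0950, adjusted p = 2.42e-79) in the region of the mitochondrial genome from 4 to 5524, and -2.75 (SE 0.102, adjusted p = 1.11e-75) in that from 10905 to 15772. The paper states that H2B-FLAG is not found on this genome. Mitochondrial regions held 0.0361% ± 0.00758 of the counts in *Rosa* H2B-FLAG single ChIP-Seq, 0.0466% ± 0.00608 in *Rosa* H2B-FLAG tChIP-Seq, 0.0774% ± 0.00747 in *Camk2a* H2B-FLAG single ChIP-Seq and 0.0146% ± 0.00357 in *Camk2a* H2B-FLAG tChIP-Seq (SD, n = 3 each). A carry-over of mitochondrial DNA through the FLAG step that is equal in both lines would leave the interaction near 0, and the -2.67 argues against it. Part of the interaction comes from single ChIP-Seq, where the region from 4 to 5524 was higher in *Camk2a* H2B-FLAG mice by 1.11 on the log2 scale. Carry-over that varies with the lysate or with the share of tagged cells stays open, and no biological explanation was tested.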

How the results depend on the processing

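The combinations of DESeq2 or of the newer quasi-likelihood method of edgeR with a filter were chosen only after the result was seen.

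Without the 40% of regions with the lowest total count, fewer regions were tested. In tChIP-Seq against single ChIP-Seq, 1896 were then higher and 1769 lower in *Rosa* H2B-FLAG mice, and 2567 and 2015 in *Camk2a* H2B-FLAG mice. Between the lines, 1258 were lower in tChIP-Seq, 63 were higher and 41 lower in single ChIP-Seq, and 1167 had a negative interaction. The SD of the fold changes was 0.4750 in tChIP-Seq and 0.0998 in single ChIP-Seq, and with at least 10 counts in every library it was 0.5749 and 0.1951. These filters leave out regions with few counts, whose fold changes are the least precise.

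With library totals alone, 2522 regions were lower in tChIP-Seq than in single ChIP-Seq of *Rosa* H2B-FLAG mice and 57 were lower between the lines in single ChIP-Seq. This scaling changed the balance of directions. The share of called regions that were higher moved from 52.3% to 67.8% for tChIP-Seq against single ChIP-Seq in *Rosa* H2B-FLAG mice, from 53.9% to 43.7% between the lines in tChIP-Seq, from 43.3% to 77.3% between the lines in single ChIP-Seq and from 50.9% to 38.9% in the interaction. The median log2 fold change stayed within 0.1 of zero in each comparison, the largest being 0.0974. Statements on how many regions rose or fell therefore hold relative to TMM.

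DESeq2 gave 27 higher and 7 lower regions between the lines in single ChIP-Seq and 2414 lower regions in tChIP-Seq against single ChIP-Seq of *Camk2a* H2B-FLAG mice. The cause was not tested. Thinning to the tChIP-Seq totals gave 15 and 8 regions between the lines in single ChIP-Seq and an SD of 0.3478, so at the depth of tChIP-Seq most of those differences would not be called. At adjusted p thresholds of 0.05 and 0.001, the numbers for that comparison were 522 and 669, and 56 and 48. Leaving out 1 library at a time, these numbers lay between 69 and 131 and between 49 and 165, the SD lay between 0.7238 and 0.7351 in tChIP-Seq and between 0.2702 and 0.2810 in single ChIP-Seq, and the numbers of called regions in the other comparisons stayed within 1.5 times those reported.

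Of the combinations, DESeq2 without the 40% of regions with the lowest total count gave 1406 higher and 1230 lower regions in tChIP-Seq against single ChIP-Seq of *Rosa* H2B-FLAG mice, and 1661 and 805 between the lines in tChIP-Seq. DESeq2 with at least 10 counts in every library gave 1544 lower regions between the lines in tChIP-Seq. The newer quasi-likelihood method without the 40% gave 1898 and 1778 in the former comparison and 1256 lower regions in the latter.

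For correlations of counts, the lowest value between *Rosa* H2B-FLAG single ChIP-Seq and tChIP-Seq was 0.9484 with log2 counts, 0.9578 with Spearman's rho and 0.9333 without the 1% of regions with the highest total count. Between replicates, in the same order, it was 0.9923, 0.9963 and 0.9961 in *Rosa* H2B-FLAG single ChIP-Seq and 0.9875, 0.9937 and 0.9932 in *Camk2a* H2B-FLAG single ChIP-Seq. In tChIP-Seq, log2 counts and the omission of the 1% gave 0.9709 and 0.9797 in *Rosa* H2B-FLAG and 0.9830 and 0.9898 in *Camk2a* H2B-FLAG mice. These shifts exceed the small SD over pairs of libraries.

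The 141 results for named regions were recalculated under alternatives, 2414 times in all. In 2310 the side of the threshold stayed, 93 fell behind the threshold, 11 moved past it and 0 reversed a call. Another 167 had no value because a filter had removed the region. Uncalled values near 0 could change sign and still count among the 2310. In single ChIP-Seq, *Slc17a7*, at -0.02, ranged from -0.05 to 0.06, and *Golga7b*, at 0.02, from -0.04 to 0.12. Of the 93, 46 came from leaving out 1 library, in 14 results. Among genes named by the paper, *Cd40* in tChIP-Seq lost its call with an adjusted p up to 0.0294, and *Gpm6a* in single ChIP-Seq, at 0.15, was called with library totals (0.18) and without the 40% of regions (0.19). For tChIP-Seq against single ChIP-Seq in *Rosa* H2B-FLAG mice, calls were lost for *Mir129-2* in 13 of 20 alternatives (adjusted p from 0.00603 to 0.55), for *Golga7b* in 7 (0.000546 to 0.18) and for *Miat* in 3 (1.34e-05 to 0.0577). In *Camk2a* H2B-FLAG mice, *Mir124a-3* gained a call without the 40% of regions (adjusted p = 0.00245, within a range from 0.00245 to 0.212). For marker lists, mitochondrial regions and the difference by TSS, 422 of 470 alternatives left the result in place, 8 fell behind the threshold, 40 moved by more than the spread and 0 reversed. The 8 concern tChIP-Seq against single ChIP-Seq of *Rosa* H2B-FLAG mice in the mitochondrial regions.

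A replicate block was also fitted, because the libraries are numbered alike in each group. It gave 4424 higher and 4049 lower regions for tChIP-Seq against single ChIP-Seq in *Rosa* H2B-FLAG mice, 4505 and 4011 in *Camk2a* H2B-FLAG mice, 2948 and 2520 between the lines in tChIP-Seq, 169 and 264 in single ChIP-Seq, and 2478 and 2395 for the interaction. Libraries of the same number did not deviate together. Over the 11582 regions with a mean count of at least 100, the correlation of their deviations from the group means lay between -0.0164 and 0.0547, so the number does not pair the libraries, and the values reported are those without the block.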

Differences from the paper's values

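The combinations of DESeq2 or of the newer quasi-likelihood method of edgeR with a filter, among the tests reported here, were chosen only after the result was seen.

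For tChIP-Seq against single ChIP-Seq in *Rosa* H2B-FLAG mice, 4439 regions were higher against the paper's 1174, and 4046 were lower against the paper's 991. None of the alternatives set before the data were examined closed either gap. With DESeq2 and without the 40% of regions with the lowest total count, a combination chosen after seeing the values, the numbers were 1406 and 1230, within 1.5 times the paper's.

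Between the lines in tChIP-Seq, 3062 regions were higher in *Camk2a* H2B-FLAG mice against the paper's 1584, and 2620 were lower against the paper's 974. Of the alternatives set before the data were examined, DESeq2 (2262) and leaving out the 40% of regions with the lowest total count (2106) came within 1.5 times the paper's number of higher regions, and leaving out the 40% (1258) did so for the lower regions. The others did not. Combinations chosen after seeing the values also did so, namely DESeq2 without the 40% of regions (1661 and 805), DESeq2 with at least 10 counts in every library (2144 higher regions) and the newer quasi-likelihood method without the 40% (2106 and 1256).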

Other observations

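The tests of regions called in opposite directions, of width and height for the inhibitory list and of near-identical sequences at the regions with the largest changes were chosen only after the result was seen.

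Splits of the libraries were counted for each comparison. For tChIP-Seq against single ChIP-Seq in *Rosa* H2B-FLAG mice, for the same comparison in *Camk2a* H2B-FLAG mice and for the lines in tChIP-Seq, 1 of the 10 splits of 6 libraries into groups of 3 gave as many called regions, the real one, and the highest number in another split was 0. A share below 1 of 10 is not reachable with 3 libraries against 3. The biological coefficient of variation over regions, from the common dispersion, lay between 1.38% and 1.89% in the 5 comparisons.

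In *Camk2a* H2B-FLAG mice, 4559 regions were higher and 4058 lower in tChIP-Seq than in single ChIP-Seq, a comparison the paper does not report. It shares no library with the same comparison in *Rosa* H2B-FLAG mice. Of the 8485 regions called in *Rosa* H2B-FLAG mice, 68.2% changed in the same direction in *Camk2a* H2B-FLAG mice, 69.0% of the higher and 67.3% of the lower ones, and Spearman's rho of the log2 fold changes over all regions was 0.328. A bias of the FLAG step that does not depend on the mouse line, as the paper proposes, had been predicted to give more than 60%. This limit was set by judgement. The 68.2% lies above it, so such a bias may hold for part of the regions. However, regions without a TSS were also higher in tChIP-Seq in both lines. Their median log2 fold change was 0.563 in *Rosa* H2B-FLAG and 0.392 in *Camk2a* H2B-FLAG mice, against -0.0857 and -0.0683 with a TSS. A larger share of background DNA in tChIP-Seq could give a shared direction as well, and the 68.2% does not tell it from a FLAG bias. A FLAG bias shared by the lines is argued against as the sole cause for 1517 regions called in opposite directions. Of these, 664 were higher and 853 lower in *Rosa* H2B-FLAG mice. Width was examined in both lines. Within 10 bins of mean count, Spearman's rho of width and log2 fold change in *Rosa* H2B-FLAG mice ranged from -0.221 to 0.160, with a median of 0.0278, 6 bins above 0 and 4 below. For *Rosa* H2B-FLAG mice, an effect of width and its absence cannot be told apart from a median near 0 over bins that go both ways. For the same comparison in *Camk2a* H2B-FLAG mice, rho was above 0 in all 10 bins, from 0.0630 to 0.348, so wider regions had higher log2 fold changes there. Over all regions, rho in *Rosa* H2B-FLAG mice was -0.566, where width and count go together. The length of the DNA fragments, which the paper names, is not in the counts.

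Marker genes of cell types were examined between the lines in tChIP-Seq. Excitatory neurons had a median log2 fold change of 1.22 over 12 regions, with 11 higher, at percentile 99.99 of random lists matched in width and count. Endothelial cells had a median of -2.05 over 8 regions, with 8 lower, at percentile 0.74. Astrocytes had -1.50 over 10 regions, with 8 lower and 1 higher, at percentile 1.90, and oligodendrocytes had -1.34 over 9 regions, with 7 lower and 1 higher, at percentile 1.07. Microglia had a single region, with 0.02, at percentile 64.3. By camera, adjusted over the 6 lists, the adjusted p was 1.2e-12 for excitatory neurons, 2.89e-08 for endothelial cells, 2.32e-07 for astrocytes, 0.000117 for oligodendrocytes, 0.000505 for inhibitory neurons and 0.97 for microglia. Under fry, 5 of these lists had an adjusted p of at most 5.28e-05 and microglia 0.849. With a correlation estimated from the data, excitatory neurons had 0.00897, while the other lists had 0.0156 or more. Of the listed genes, 11 of 12 for excitatory neurons, 11 of 15 for inhibitory neurons, 8 of 12 for oligodendrocytes, 10 of 11 for astrocytes, 1 of 11 for microglia and 8 of 10 for endothelial cells had a region at their TSS, and expression in the tissue was not measured.

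Inhibitory neurons had a median of -0.97 over 11 regions in the same comparison, with 8 lower. It had been predicted that promoters of inhibitory neurons would be lower if these cells lie outside the Cre-labelled cells, and the -0.97 is consistent with this. The same median was at percentile 27.8 of matched random lists, so width and height of the peaks may give it as well, and both explanations stay open. Without the 40% of regions with the lowest total count, the median of the regions left was -0.43.

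In tChIP-Seq against single ChIP-Seq of *Rosa* H2B-FLAG mice, the list of excitatory neurons was lower, with a median log2 fold change of -0.63 and 10 of 12 regions called lower. These tChIP-Seq libraries are also those in the comparison of the lines above, so the values are not independent of it. The median was at percentile 0.11 of matched random lists, which argues against width and height of the peaks as the cause. The other lists had medians of 0.17 (inhibitory neurons, percentile 24.2), -0.32 (oligodendrocytes, percentile 2.21), 0.55 (astrocytes, percentile 95.4), 0.32 (endothelial cells, percentile 40.3) and -0.04 (microglia, 1 region). A lower yield of tagged chromatin from neurons alone would raise the other cell types alike, and the oligodendrocyte median of -0.32 argues against that form. The deciding list for this test was set after its value was known. A yield that is uneven across several cell types stays open, as does a difference in H3K4me3 biology, which was not tested. In *Camk2a* H2B-FLAG mice, which share no library with these, the medians were 0.39 (excitatory neurons), -0.33 (inhibitory neurons), -1.49 (oligodendrocytes), -0.91 (astrocytes), -1.96 (endothelial cells) and 0.04 (microglia). Between the lines in single ChIP-Seq, the oligodendrocyte list had -0.17, below every matched random list, with 3 of 9 regions lower, and no biological explanation was tested.

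For tChIP-Seq of the lines, the 15 regions that the paper names or that lie in its drawn windows had 14 calls over all regions. Adjusted over the list alone, they also had 14. The region not called over all regions lies in *Robo3*, within the window drawn for *Robo4*, and is not named by the paper. The 4 loci of the paper for tChIP-Seq against single ChIP-Seq had 4 and 4. The paper chose these regions on the same libraries, so the adjustment over the list alone is not independent evidence.

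The regions with the largest changes outside the paper's genes were mostly short and had between 20 and 631 counts over 12 libraries. Of 23 such regions, 21.7% (5) had a near-identical place of at least 200 bp elsewhere in mm9, against 17 of 194 other regions (8.76%, Fisher's exact test, two-sided, p = 0.0654). These other regions were matched in width to the loci drawn in the paper and to only part of the 23 regions. Reads shared between copies and other sources cannot be told apart for these regions, because the number is small and the width matching is incomplete. An earlier form of this search, with alignments of at least 500 bp, found 2 of 24 against 2 of 100 random regions (Fisher's exact p = 0.168), but 17 of the 24 regions were shorter than that minimum.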
